# Specific origin selection and excess functional MCM2–7 loading in ORC-deficient cells

**DOI:** 10.1093/nar/gkaf518

**Published:** 2025-06-18

**Authors:** Yoshiyuki Shibata, Mihaela Peycheva, Etsuko Shibata, Daniel Malzl, Rushad Pavri, Anindya Dutta

## Abstract

The six-subunit origin recognition complex (ORC) loads excess MCM2–7 on chromosomes to promote initiation of DNA replication and is believed to be important for origin specification. Mapping of origins in cancer cell lines engineered to delete three of the subunits, *ORC1*, *ORC2*, or *ORC5*, shows that specific origins are still used and are mostly at the same sites in the genome as in wild-type cells. The few thousand origins that were upregulated in the absence of ORC suggest that GC/TA skewness and simple repeat sequences facilitate, but are not essential for, origin selection in the absence of the six-subunit ORC. Despite the lack of ORC, excess MCM2–7 is still loaded at comparable rates in G1 phase to license dormant origins and is also repeatedly loaded in the same S phase to permit re-replication. Thus, origin specification and excess MCM2–7 loading on origins do not require the six-subunit ORC in human cancer cell lines.

## Introduction

The six-subunit origin recognition complex (ORC) is essential for DNA replication in eukaryotes because it helps load the double hexameric MCM2–7 on chromatin, and this MCM2–7 hexamer forms the core of the replicative helicase that unwinds origins of replication and initiates DNA replication [1–5]. The loading of the MCM2–7 double hexamer around DNA is also called licensing of origins or formation of the pre-replicative complex. Because ORC is among the first replication initiation factors to bind DNA and then help load MCM2–7 on DNA, ORC plays an important role in specifying the locations of origins in most eukaryotes. ORC also loads an excess of MCM2–7 on chromatin relative to what is required to fire the normal complement of ∼50 000 origins per cell cycle, and this MCM2–7 excess is critical for the firing of dormant origins when replication is interrupted by the premature termination of replication forks emerging from the first set of origins [6, 7]. Thus, this dormant origin firing is a measure of whether excess functional MCM2–7 is loaded in the cells. Finally, the licensing and relicensing of MCM2–7 on origins when certain cell cycle pathways are deregulated leads to re-replication of the genome, and this is another measure of the robustness of functional MCM2–7 loading [8–11].

There is solid evidence that ORC is essential for licensing origins in yeasts, flies, and mammalian cells and *in vitro* [2, 3, 12, 13–19]. In addition, hypomorphic mutations in ORC subunits lead to microcephalic primordial dwarfism resembling Meier–Gorlin syndrome [20–22]. In this syndrome, all tissues are not affected, but specific tissues like the patella, ears, and the skeleton are smaller than normal. This phenotype is interpreted as consistent with an essential role of ORC in DNA replication and cell proliferation, though it is difficult to explain why a mutation in a complex essential for DNA replication and cell proliferation globally has such tissue-specific effects.

On the other hand, we have generated cancer cell lines in which one of the ORC subunits, ORC1, ORC2, or ORC5, is mutationally inactivated by CRISPR–Cas9, and the cells are still viable and proliferate with DNA replication [23, 24]. The mutational inactivation results in undetectable levels of ORC1 and ORC5 in the *ORC1Δ* and *ORC5Δ* cells, respectively, and although 0.23% of a truncated ORC2 (∼350 molecules/cell) was reported in the *ORC2Δ* cells [25], we will address this later. We are thus faced with a paradox: while ORC is required for DNA replication in most instances, how do these cancer cell lines replicate and survive without the six-subunit ORC? One possibility is that in the absence of ORC, an imprecise loading of MCM2–7 leads to the licensing of diffuse, nonspecific origins of replication, so that it would be impossible to map precise origins of replication in a population of cells. Also, the MCM2–7 loading could be so inefficient that dormant origin licensing or repeated origin licensing in the same S phase is not possible. It is worth noting that some of the cell lines retain different subcomplexes of ORC on chromatin. In the *ORC2Δ* cells, ORC1 and ORC6 alone are on the chromatin; in the *ORC1Δ* cells, ORC2-6 load on chromatin at near wild-type levels; and the *ORC5Δ* cells allow ORC1, ORC2, ORC3, and ORC6 to associate with chromatin at near wild-type levels [23, 24]. Thus, another possibility is that different subcomplexes of ORC specify different subsets or origins and have differing abilities to load excess MCM2–7.

We therefore decided to stringently test whether (i) no origins or a different set of origins are selected in the ORC knockout cells or (ii) a highly compromised licensing machinery without ORC can load enough MCM2–7 at a reasonable rate in G1 for replication from dormant origins or for re-replication in S phase.

## Materials and methods

### Cell lines and cell culture

HCT116 p53^−/−^ cells [26] are generous gift from Fred Bunz, Johns Hopkins. Cells were maintained in McCoy’s 5A-modified medium supplemented with 10% fetal bovine serum. HCT116 p53^−/−^*ORC2Δ*(also referred to as ORC2KO), *ORC1Δ*(ORC1KO), or *ORC5Δ*(ORC5KO) cells were generated using CRISPR–Cas9 technologies [23, 24].

### Subcellular fractionation and western blots

Chromatin fractionation was performed as previously described [27].

In brief, cells were lysed in buffer A (10 mM HEPES, pH 7.9, 10% glycerol, 1 mM Dithiothreitol [DTT], protease inhibitor cocktail) with 0.1% Triton X-100, incubated for 8 min on ice, and centrifuged at 1300 × *g* for 5 min. Pellets were dissolved in buffer B (3 mM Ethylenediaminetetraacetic acid [EDTA], 0.2 mM Ethyleneglycol- bis(β-aminoethyl)-N,N,Nʹ,Nʹ-tetraacetic Acid [EGTA], 1 mM DTT, protease inhibitor cocktail) and incubated for 30 min on ice. Cell lysates were centrifuged at 1700 × *g* for 5 min, and supernatants were removed. Pellets were lysed in 2× sodium dodecyl sulfate (SDS) sample buffer and sonicated (P3).

Antibodies used were as follows: ORC1 (4731, Cell Signaling Technology), ORC2 (sc-32734, Santa Cruz Biotechnology or generous gift from Bruce Stillman, Cold Spring Harbor Laboratory), ORC3 (sc-23888, Santa Cruz Biotechnology), ORC5 [28], HSP90 (sc-13119, Santa Cruz Biotechnology), Lamin A/C (2032, Cell Signaling Technology), MCM2 BM28 (610700, BD), MCM7 (sc-9966, Santa Cruz Biotechnology), and MCM6 (sc-9843, Santa Cruz Biotechnology).

### Immunoprecipitation

Cells were lysed in IP buffer (50 mM HEPES, 150 mM NaCl, 1 mM EDTA, 2.5 mM EGTA, 10% glycerol, 0.1% Tween 20) and precleared by centrifuge, and then cell lysate was incubated with ORC3 serum [29] bound Dynabeads Protein G (10004D, Fisher Scientific) for 18 h at 4°C and then eluted with 2× SDS sample buffer.

### Chromatin flow cytometry

The method has been described in detail in [30]. Anti-MCM2 BM28 (610700, BD), anti-mouse IgG secondary antibody, Alexa Fluor™ 488 (A-11029, Thermo Fisher), and 4',6-diamidino-2-phenylindole (DAPI) (32670, Millipore Sigma) were used. Fluorescence was measured using a BD LSRFortessa, and data were analyzed using FlowJo. DAPI with secondary antibody alone was used to determine MCM2-positive population.

### Ergodic rate analysis

The method has been described in detail in [30] except FlowJo was used to export G1-MCM^DNA^ (number of cells with MCM loaded on DNA in G1 phase) raw data to CSV file (Supplementary Table S4). G1-MCM^DNA^ raw data were divided into 10 equal-sized bins between the lowest and highest MCM values and used to calculate MCM loading rate. For a mean MCM loading rate, all 10 MCM loading rates were averaged.

The MCM loading rate was calculated using MATLAB (MathWorks).

The rate calculation was *W*_*n*_ (MCM loading rate in bin *N*) = *α*(2 − *F*)/*f*_*n*_, where *α* = ln[2]/doubling time, *F* is the number of G1-MCM^DNA^ cells/total number of cells in sample, and *f_n_* is the number of cells in bin *n*/number of G1-MCM^DNA^ cells.

Sample MATLAB code was as follows:

alpha_WT = log[2]/19.5;

F_WT_1 = 0.288143;

%calculate lowest and highest MCM values%

maxMCM_WT_1 = max(WT_1(:,1));

minMCM_WT_1 = min(WT_1(:,1));

%create histogram with 10 bins and specified first and last bin limits%

h10_WT_1 = histogram(WT_1(:,1), ‘NumBins’, 10, ‘BinLimits’, [minMCM_WT_1, maxMCM_WT_1]);

%calculate fn within each bin%

totalf_WT_1 = size(WT_1);

fn10_WT_1=(h10_WT_1.Values)/totalf_WT_1[1, 1];

%calculate mean w%

w10mean_WT_1 = mean(alpha_WT.*(2- F_WT_1)./fn10_WT_1)

### Hydroxyurea sensitivity and molecular combing

Two thousand five hundred (WT, ORC1KO, ORC2KO) or 10 000 (WT, ORC5KO) cells were seeded into six-well plates the day before addition of the indicated amounts of hydroxyurea. After 5 days (WT, ORC1KO, ORC2KO) or 7 days (WT, ORC5KO), cells were fixed and stained in a solution of 20% formaldehyde, 80% methanol, and 0.25% crystal violet and rinsed with deionized water. Images were quantified with ImageJ.

For molecular combing assay, cells were treated with 200 μM of hydroxyurea for 4 h, and then pulse labeled with 100 μM 5-chlorodeoxyuridine (ldU) followed by 250 μM 5-iododeoxyuridine (CIdU) for 30 min each. One million cells suspended in trypsin were mixed with 1.2% melted low agarose and transferred into plug mold (170-3713, Bio-Rad Laboratories). Agarose plug was incubated in 275 μl of EDTA sarkosyl Proteinase K (ESP) buffer (0.36 M EDTA, pH 8, 0.9% sarkosyl, and 3.6 mg/ml of Proteinase K) at 50°C for 18 h and then washed with Tris-EDTA (TE) buffer three times for 1 h followed by 3.5 h. Then agarose plug was incubated in 1 ml of 0.5 M 2-(N-Morpholino)ethanesulfonic Acid (MES) buffer (pH 5.5) at 68°C for 20 min, cooled to 42°C, and then 1.5 μl of beta-agarase (M0392, NEB) was added and incubated for 18 h. Extracted DNA was combed on silianized coverslips (Genomic Vision) using combing machine (Genomic Vision). Combed coverslips were dehydrated at 65°C for 4 h, denatured in 0.5 M NaOH and NaCl for 8 min, and dehydrated in a series of ethanol bath for 5 min each. CldU or IdU was immunofluorescently detected using an anti-BrdU antibody that recognizes CldU (MCA2060, Bio-Rad Laboratories, 1:50 dilution) or an anti-BrdU antibody that recognizes IdU (347583, BD Biosciences, 1:10 dilution). Combed coverslips were incubated with BrdU antibodies diluted in BlockAid (B10710, Thermo Fisher) at 37°C for 1 h, followed by incubation with Goat anti-mouse IgG Alexa 488 (A11029, Thermo Fisher, 1:50 diulution) and Goat anti-Rat IgG Alexa555 (A21434, Thermo Fisher, 1:50 dilution) diluted in BlockAid at 37°C for 30 min. Images were acquired on a Zeiss AxioObserver Z1, 63× objective and DNA lengths were measured using ZEN software.

### Re-replication and FACS

Cells were treated with 0.3 μM of MLN4924 for 20 h and fixed with 70% ethanol. Cells were suspended in 20 μg/ml of propidium iodide in Phosphate-buffered saline (PBS) with 100 μg/ml RNase A. Fluorescence was measured using a BD LSRFortessa (UAB Flow Cytometry & Single Cell Core Facility) and cell cycle phase was estimated from histograms using FlowJo.

### SNS-seq and mapping of origins to genome browser

These methods have been described in detail in [31, 32]. In brief, SNS-seq peaks for each of two biological replicates for a given cell line were called using MACS2 and peaks found in both replicates (intersection of the two sets of peaks) were considered for further analysis as origins in that cell line. The median interpeak distance along the reference genome between all peaks was calculated and all peaks closer than this were clusters (initiation zones). To compare the two conditions, we merge the replicate datasets and calculate the number of reads per million (RPM) found in each origin for each cell line. An origins is considered up- or downregulated if the RPM/origins is 1.5-fold increased/decreased relative to WT cells.

### Statistical analysis

All data analyses were conducted in R 4.1.3 with the “tidyverse” [33], “Biostrings” [34], “BSgenome.Hsapiens.UCSC.hg38” [35], “coin” [36], “effsize” [37], “ggplot2” [38], and “rcompanion” [39] packages. If the Shapiro–Wilk test showed that the data were normally distributed, the Welch’s *t*-test was applied to test for mean differences, and the Hedges’ *g* was calculated to measure the effect sizes. If the data were not normally distributed, or if the number of data points exceeded 5000, the Wilcoxon rank sum test was applied, and the Cliff’s delta was calculated to measure the effect sizes. In the case of multiple comparisons by repeated testing, the Benjamini–Hochberg procedure was applied to obtain adjusted *P*-values. All statistical tests are two-sided.

### Permutation test

The analysis was performed in R (version 4.1.3), using the “tidyverse” [33], “regioneR” [40], and “plyranges” [41] packages. RefGene and RepeatMasker data were downloaded from UCSC browser. Data for R-loop, G-quadruplex, and MCM subunit ChIP-seq were downloaded from R-loopBase [42], G-quadruplex [43], and ReMap2022 [44], respectively. A permutation test was used to assess the enrichment of origins within the targets. The position of the origins was randomized 1000 times within the genome while retaining canonical chromosomes and avoiding overlaps with masked regions. The number of overlaps between the experimentally observed origins and the targets was calculated. This calculation was also applied to the 1000 randomized set of origins. Statistical significance was assessed by comparing the observed overlap of the experimental data with the distribution of overlap obtained from the randomized data. To quantify the enrichment of origins within the target, fold enrichment (ratio of observed overlap to mean randomized overlap) and *z*-score were calculated. To evaluate the differences in fold enrichment in the permutation tests (in Supplementary Table S2) between WT origin sets and others, the enrichment of the observed overlap relative to each of the 1000 random overlaps is calculated, and then a *t*-test was examined to see whether the differences in the enrichment values of the two sets of origins were significant even after correcting for multiple hypothesis testing (adjusted *P*< .05).

### Replication timing

Replication timing data from all 60 samples were downloaded from GSE63428 [45], and Fsu/nimblegen human 2.1M whole genome tiling array data were downloaded from GPL9973. Median values of replication timing for each probe ID were calculated and probe IDs were converted to genomic positions. Genomic positions were lifted over from hg18 to hg38. If the size change was beyond 5%, that locus was discarded. Origin peaks from each sample were intersected to replication timing data. To evaluate similarity of replication timing of origin peaks for each sample, the Kolmogorov–Smirnov test was perfomed and also Wasserstein distance (WD) was calculated [46].

### Venn diagram generation

Venn diagrams and a UpSet plot were generated using R (version 4.1.3), with the “tidyverse” [33], “VennDiagram” [47], and UpSetR [48] packages. The Venn diagram was used to visualize the overlap between origins identified in various samples. The VennDiagram “findOverlapsOfPeaks” function was used to identify overlapping regions, and the minimum number of involved peaks in each overlapping group included in the overlapping counts (“connectedPeaks=‘min’”).

### Identification of up- or downregulated peaks in ORCKO cells

Overlap of upregulated or downregulated peaks and peak merging were performed using bedtools v2.29.0. The origins up- or downregulated in the knockout (relative to WT) were intersected with each other. If such peaks from all knockout cell lines overlapped with each other, they were merged. CommonKO_up refers to the upregulated peak, and CommonKO_down refers to the downregulated peak.

## Results

### Survival of ORC knockout cells without re-expressing ORC

If a cell survives at a disadvantage because of the absence of ORC subunits, one possibility is that the protein (or a truncated, functional protein) is somehow re-expressed to allow the cells to survive. This was not the case for the ORC knockout cells. The levels of ORC1, ORC2, and ORC5 in the *ORC1Δ*, *ORC2Δ*, and *ORC5Δ* cells, respectively, were still undetectable on western blots of cell lysates even though these cell lines were derived years ago, and each of them has been cumulatively passaged for several months (Fig. 1A). The deleted ORC subunits remained undetectable on the chromatin fraction in both low-passage cells and high-passage cells (Fig. 1B). ORC1 association with the chromatin is decreased when *ORC2* or *ORC5* are deleted, but that could be partly due to destabilization of the protein in those cells (levels decreased in total cell lysates in Fig. 1A). ORC2 association with the chromatin is not affected by *ORC1* or *ORC5* deletion. ORC5 association with the chromatins decreased not only when *ORC5* is deleted, but also due to destabilization (decreased in the total cell lysate) when *ORC2* is deleted.

**Figure 1.**
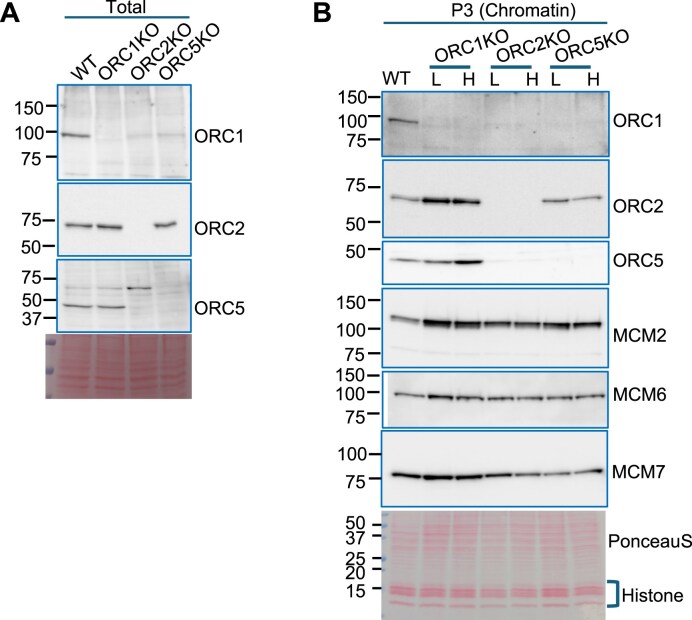
Chromatin loading of MCM2–7 in ORC KO cell lines. (**A**) Immunoblot of total protein in the ORC KO cell line. (**B**) Immunoblot of chromatin-associated proteins in the ORC KO cell lines. L: low passage; H: high passage.

We had reported that MCM2–7 loading on chromatin was decreased compared to WT cells in the first report of *ORC1Δ* and *ORC2Δ* cells, even though it was sufficient to fire a normal number of origins [24]. In a later paper, we noticed that the MCM2–7 loading on chromatin did not decrease in the *ORC5Δ* and *ORC2Δ* *+ ORC5Δ* cells [23]. Now we have carefully compared the MCM2–7 loading from low-passage (<1 month) and high-passage (>3 month) cells of all three KO cells and find that MCM2–7 is always associated with the chromatin at levels in the *ORC1Δ* or *ORC2Δ*that are comparable to that in WT cells or the *ORC5Δ* cells (Fig. 1B). We do not know why *ORC1* or *ORC2* deletion appeared to have a bigger effect on MCM2–7 loading when we first examined this question [24], but this does not change the conclusions of that paper: enough MCM2–7 was being loaded to license sufficient origins for normal S phase progression and for cell proliferation. We are still left with the following questions regarding MCM2–7 loading in the absence of the six-subunit ORC: Is the MCM2–7 being loaded at specific sites to license specific origins? Is it being loaded at new sites in the absence of ORC subunits? Is an excess of *functional* MCM2–7 being loaded in each cell cycle as it does in the presence of ORC? Can functional MCM2–7 be loaded *multiple* times in the same S phase despite the absence of ORC?

### The majority of the origins map to WT sites in the ORC knockout cells

SNS-seq is a well-accepted method to identify origins of replication in a population of cells [49–52]. 

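SNS-seq maps origins by sequencing short nascent strands, the short pieces of new DNA that mark where replication has started. The assay was applied to HCT116 p53−/− colon cancer cells (WT) and to the *ORC1Δ*, *ORC2Δ*, and *ORC5Δ* lines derived from them, with 2 biological replicates per line and 8 samples in all. For each line, the authors deposited the positions on hg38 of the MACS2 peaks found in both replicates, without a score or a peak height. They also deposited 3 tables, each of which sets WT against one knockout line. A table gives, without normalization, the number of reads counted in each origin of the 2 lines, with overlapping origins of the 2 lines joined and the replicates of a line merged. The tables hold no value per replicate, so no spread between replicates can be given, and every interval covers only counting error or the choice of origins within a list. Origins are those on chromosomes 1 to 22, X, and Y, while total reads include the other contigs. In the table of WT and *ORC1Δ*, 6416892 WT reads and 6691088 *ORC1Δ* reads were counted in 42421 origins, and the 42162 on these chromosomes had a median of 114 and 120 reads. In the table of WT and *ORC2Δ*, 6640888 WT reads and 7808290 *ORC2Δ* reads were counted in 44447 origins, of which 44174 lie on these chromosomes (median 112 and 128 reads). In the table of WT and *ORC5Δ*, 6878409 WT reads and 8523971 *ORC5Δ* reads were counted in 46722 origins, of which 46467 lie on these chromosomes (median 110 and 137 reads).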

All four cell lines yielded robust SNS-seq peaks (Fig. 2A).

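The lists of origins held 30197 origins in WT, 33535 in *ORC1Δ*, 37813 in *ORC2Δ*, and 41332 in *ORC5Δ* cells. The median width of an origin was 525 bp in WT (interquartile range 423 to 681 bp), 516 bp in *ORC1Δ*, 528 bp in *ORC2Δ*, and 524 bp in *ORC5Δ* cells. The origin shown in Fig. 2A lies on chromosome 10 of hg38, from 110226276 to 110227782 in the table of WT and *ORC1Δ*, and covers an exon of MXI1. Its sequence has a GC content of 70.5%. The table gives it 1329 WT reads and 1462 *ORC1Δ* reads, which are 207 and 218 RPM, the paper's unit for reads scaled to the total of a line, here all reads in the table's origins. The log2 fold of *ORC1Δ* over WT was 0.08 (95% interval −0.03 to 0.19, exact Clopper-Pearson interval on the share of reads, counting error only). After removal of the trend of the log2 fold with GC content, a step chosen after seeing the data, it was 0.42. In *ORC2Δ* cells, the log2 fold of this origin was 0.0029 (−0.10 to 0.11), and in *ORC5Δ* cells it was −0.08 (−0.19 to 0.02).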

**Figure 2.**
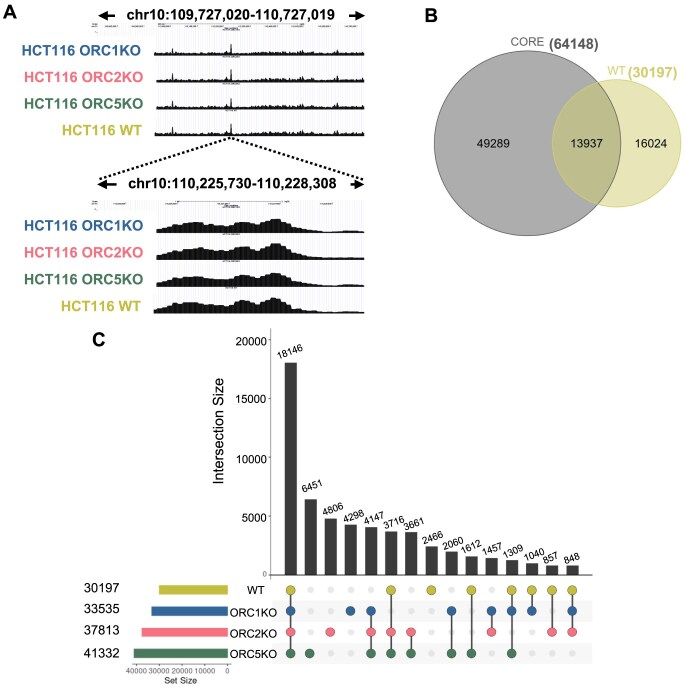
(**A**) An example of a typical origin peak seen in WT and ORC subunit knockout cells as seen with the UCSC browser. Each black colored region indicates origins from two replicates of each cell line. (B, C) Overlap of origin peaks in WT and ORC subunit knockout cells. Numbers in parentheses indicate the total number of peaks in each cell lines. Because multiple peaks from one group may overlap with a single peak from the other, the overlapping peak number is the minimum number of overlapping peaks from either of the two overlapping groups. (**B**) Overlap between Core origins and origins from WT cells. (**C**) Overlap of origins derived from WT and ORC subunit knockout cells.

Origin selection in mammalian cells can sometimes vary in different cell lines, although significant overlap is detectable [53]. Based on our analysis of the published literature, we believe that Core origins described from 19 human cell samples by Akerman *et al.* [54 ,55] constitute the most reliable set of origins to use as a benchmark. Although the Core origins were not derived from HCT116 colon cancer cells, ∼46% of the origins in wild-type HCT116 cells overlapped with the Core origins (Fig. 2B). Core origins are origins from which 80% of replication initiation events occur in various human cell types analyzed, such as pluripotent cells, primary cells, differentiated cells, and immortalized cells. We wondered whether the origins mapped in WT HCT116 (colon cancer epithelial cells) will overlap more with origins present in epithelial cells. The overlap of HCT116 origins with primary or “p53KD + RAS immortalized” or “p53KD + WNT immortalized” breast epithelial cells was lower (27%, 34%, and 29%, respectively) than that with the Core origins.

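Origins of different lines were counted as shared where they overlapped by at least 1 bp. A group of connected origins was counted by the smallest number of origins that any of the lines had in it, as in the paper's methods. Of the 30197 WT origins, 18146 had a counterpart in each of the 3 knockout lines, which is 60.1% (95% Wilson interval 59.5% to 60.6%). Of the other ways of counting, the one that changed this share most kept only the origins of each line that were at least as wide as the median of that line. By that count, 8449 of 15131 WT origins, or 55.8%, had a counterpart in every knockout line.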

Nearly 60% of the origins mapped in WT cells were detected in all three ORC knockout cells (Fig. 2C). It was equally interesting that over 90% of the origins mapped in WT cells were seen in one or more of the ORC knockout cells. This degree of overlap in origins between the four cells suggests that cells are mainly using the same set of origins in the presence or absence of ORC or of some of the subunits of ORC on chromatin.

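A counterpart in at least 1 knockout line was present for 27731 WT origins, or 91.8% (95% Wilson interval 91.5% to 92.1%), and 2466 WT origins had none. In the other direction, 4147 origins were present in all 3 knockout lines and absent from the WT list. The origins found in a single knockout line numbered 4298 in *ORC1Δ*, 4806 in *ORC2Δ*, and 6451 in *ORC5Δ* cells.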

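To give the overlap that chance makes, the WT origins were placed at random 1000 times on their own chromosomes, outside assembly gaps, with their widths kept. Here each WT origin was counted once, which gives shares of 71.1% for *ORC1Δ*, 78.6% for *ORC2Δ*, and 82.6% for *ORC5Δ*. Random placement gave mean shares of 1.81%, 2.10%, and 2.26%. The observed overlap was 39.3 times that of chance in *ORC1Δ*, 37.4 times in *ORC2Δ*, and 36.6 times in *ORC5Δ* cells (one-sided permutation test, p = 0.001 in each line, the smallest p that 1000 placements can give). When each WT origin was instead moved by a random distance of up to 100 kb, so that it stayed in its own part of the genome, these folds were 15.2, 14.3, and 14.4. From this degree of overlap among the 4 lines, the paper proposes that cells mainly use the same origins whether or not ORC, or some of its subunits, are on chromatin.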

We have reported that loss of one subunit of ORC decreases the loading of the other subunits in a very specific manner [23, 24]. The *ORC2Δ* cells had a great decrease of four subunits (ORC2, ORC3, ORC4, and ORC5) and a moderate decrease of one subunit (ORC1) on chromatin. The *ORC5Δ* cells had a great decrease of two subunits (ORC4 and ORC5) on chromatin. The *ORC1Δ* cells showed a decrease of only one subunit (*ORC1*) on chromatin. Twenty-one thousand three hundred forty-three origins (71% of WT origins) were common between WT and *ORC1Δ* cells. Twenty-three thousand five hundred sixty-seven origins (78% of WT origins) were common between WT and *ORC2Δ* cells. Twenty-four thousand seven hundred eighty-three origins (82% of WT origins) were common between WT and *ORC5Δ* cells. Thus, the different subcomplexes (varying from two to five subunits) that remained on the chromatin in the different mutant cells did not select very different subsets of origins.

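With 95% Wilson intervals, the share of WT origins with a counterpart was 70.2% to 71.2% in *ORC1Δ*, 77.6% to 78.5% in *ORC2Δ*, and 81.6% to 82.5% in *ORC5Δ* cells, in the same order as the number of origins in the lists of these lines. WT origins shared with 1 knockout line alone numbered 1040 for *ORC1Δ*, 857 for *ORC2Δ*, and 1612 for *ORC5Δ*. WT origins shared with 2 knockout lines and missing from the third numbered 3716 where *ORC1Δ* was the line without it, 1309 where it was *ORC2Δ*, and 848 where it was *ORC5Δ*. The table of WT and *ORC1Δ* has 8727 origins called in WT and not in *ORC1Δ*, and their median was 97 reads in WT and 82 reads in *ORC1Δ*. Only 14.4% of them fell by 1.5-fold or more in RPM. In *ORC2Δ*, 20.4% of the 6456 origins called only in WT fell by this much, and in *ORC5Δ*, 5.00% of 5245 did.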

### Subsets of origins are commonly upregulated or downregulated after knockout of individual ORC subunits

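For each table, the reads of an origin were scaled to RPM by all reads of the same line in the table, and an origin was called up or down in a knockout line where its RPM was at least 1.5-fold higher or lower than in WT (a log2 fold beyond 0.58), as in the paper's methods. No pseudocount was needed, since no origin had fewer than 4 reads. With the replicates merged, the rule carries no test and no p-value. Scaling by reads in origins also hides a change that all origins share. In *ORC1Δ* cells, 2969 origins were up and 1665 were down. In *ORC2Δ* cells, 2058 were up and 1583 down, and in *ORC5Δ* cells, 966 were up and 316 down. In counts simulated from the same tables with 200 changed origins per line, counting error carried 227 of the unchanged origins past 1.5-fold for *ORC1Δ*, 238 for *ORC2Δ*, and 218 for *ORC5Δ*. The setting that moved these numbers most called an origin up where it overlapped no WT origin and down where a WT origin overlapped none of the knockout line, which gave 16403 up and 5245 down in *ORC5Δ* cells. In *ORC2Δ* cells, the origins of the first 20 Mb of chromosome 6 had a median log2 fold of −0.95 (216 origins), and those of the first 20 Mb of chromosome 2 had a median of 0.38 (545 origins). The segments of 5 Mb blocks with a median beyond 0.25 after correction for GC content, a limit chosen after seeing the data, hold 314 of the 1583 down origins of *ORC2Δ* cells, or 19.8%.

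**Figure D1:**
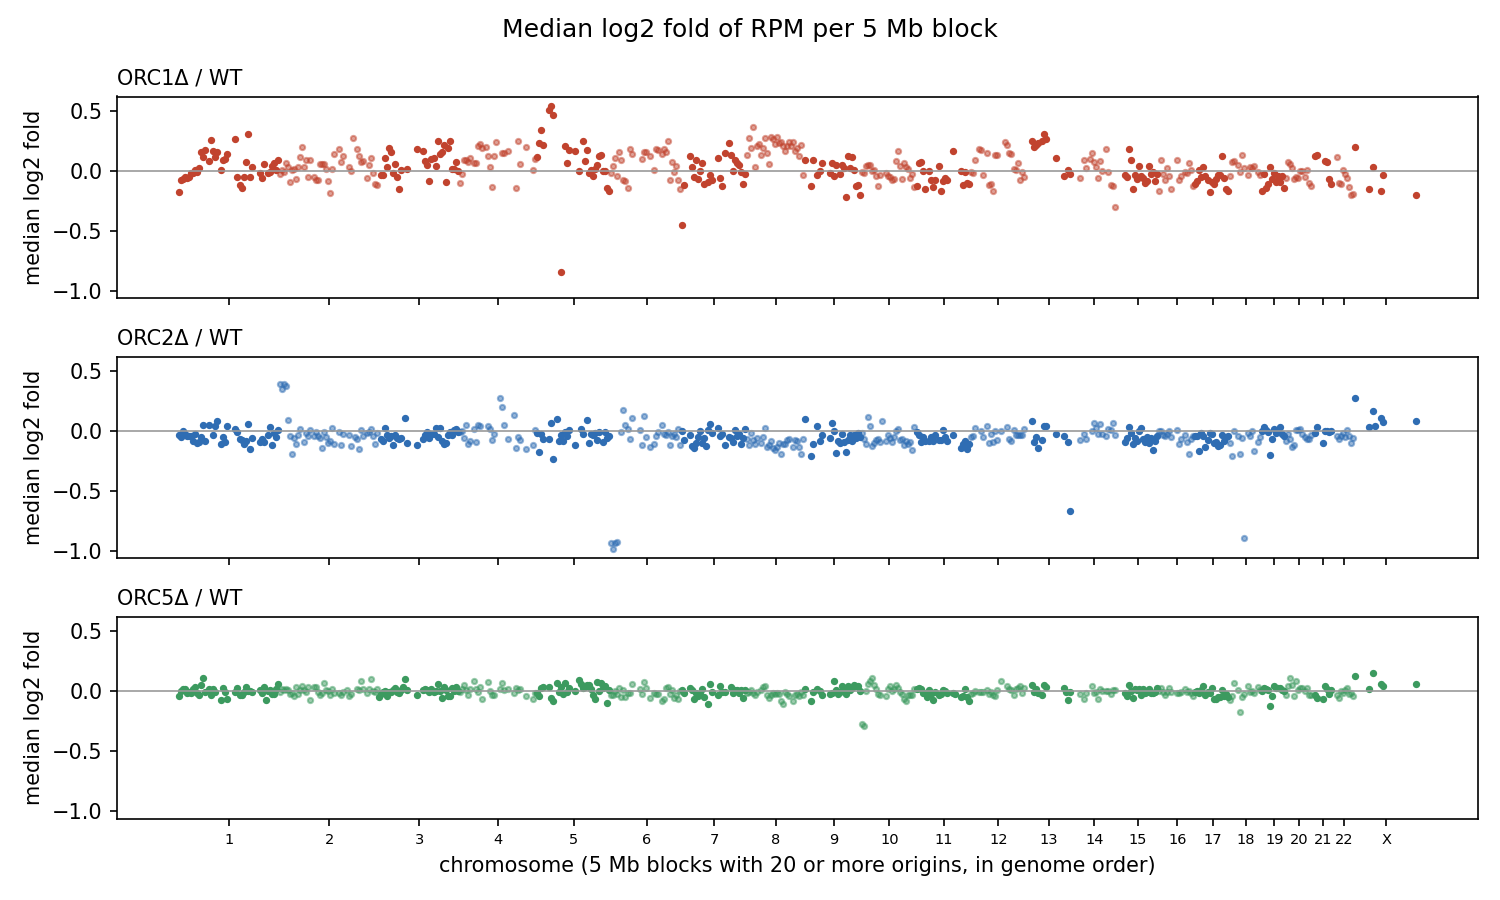
Median log2 fold of RPM, knockout over WT, in blocks of 5 Mb with 20 or more origins, in genome order, for *ORC1Δ* (top), *ORC2Δ* (middle), and *ORC5Δ* cells (bottom). Each point is one block, and neighbouring chromosomes differ in shade. In *ORC2Δ* cells, the blocks at the start of chromosome 6 lie near −0.95 and those at the start of chromosome 2 near 0.38.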

We next focused on origins that were selectively upregulated (ORC KO-up) or downregulated (ORC KO-down) in the knockout cells, relative to the WT cells (Fig. 3A). The Venn diagrams show that 4000 origins were commonly upregulated in the three different knockout cells, while 2500 origins were commonly downregulated in all three knockout cells (Fig. 3B).

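By the 1.5-fold rule, 550 origins were up in all 3 knockout lines, in 549 merged regions, and 49 origins were down in all 3. By presence or absence of an origin, the corresponding numbers were 4147 and 2466. The paper's numbers are near these, and its effect sizes for the common sets match those by presence or absence. The 1.5-fold regions described here are therefore not the paper's common sets. Of the 549 regions up by 1.5-fold, 413 (75.2%) overlapped an origin found in all 3 knockout lines and not in WT, and 136 (24.8%) overlapped a WT origin. Of the 49 regions down by 1.5-fold, 38 overlapped an origin found in WT alone. The 3 comparisons share the WT reads, so chance makes their calls overlap. This was simulated 100 times with unchanged knockout lines against the same WT counts, over the 34130 origins present in all 3 tables. With Poisson counts, a mean of 5.21 origins were up in all 3 lines, with a highest value of 15. With negative binomial counts, whose dispersion of 0.00199 came from the spread of log2 folds between *ORC5Δ* and WT and not from replicates, a mean of 9.79 origins were up in all 3 lines, with a highest value of 17, and a mean of 1.56 were down, with a highest value of 6. The spread between cultures of a line is in neither simulation. Over the same origins, 545 were up and 49 down in the data.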

**Figure 3.**
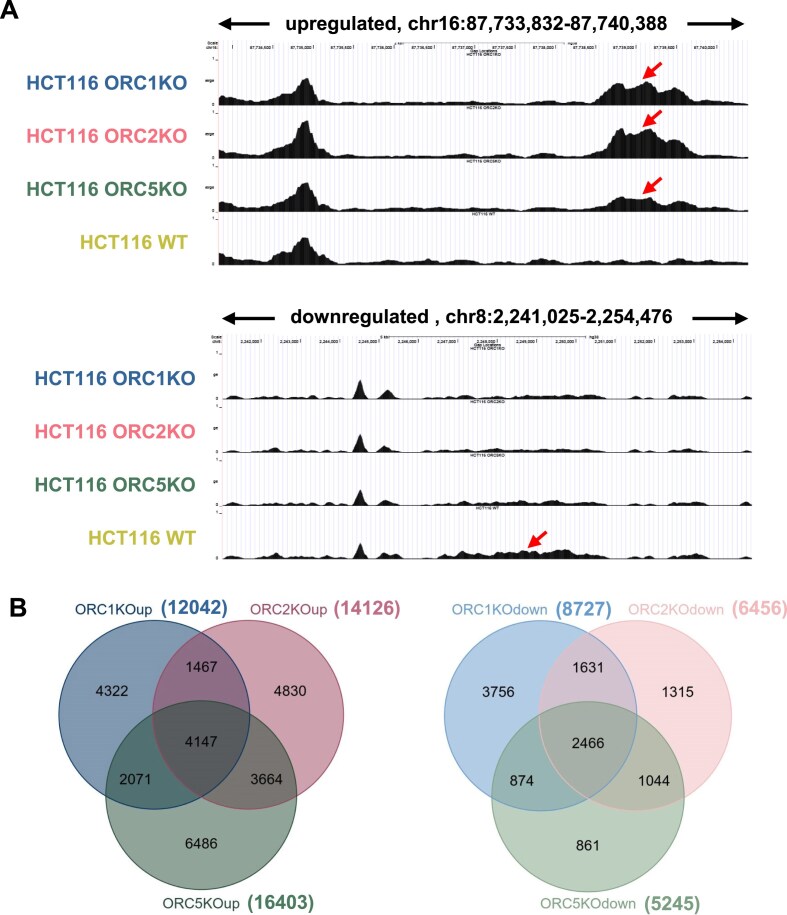
(**A**) Examples of a typical upregulated or downregulated origins seen in ORC subunit knockout cells as seen with the UCSC browser. Each peaks indicates origins from two replicates of each cell line. The arrows indicate differential origins. (**B**) Venn diagram of origins that were upregulated in ORC subunit knockout cells (compared to WT cells) to show overlap between the knockout cells (left). A similar analysis was done for origins that were downregulated in the knockout cells (right). Rest as in Fig. 2.

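The origin marked as upregulated in Fig. 3A lies in an intron of KLHDC4 on chromosome 16 of hg38, from 87738543 to 87739637 in the table of WT and *ORC1Δ*, and is not on the WT list. It had 86 WT reads (13.4 RPM) and 472 *ORC1Δ* reads (70.5 RPM), a log2 fold of 2.40 (95% Clopper-Pearson interval 2.06 to 2.74). The log2 fold was 2.51 (2.17 to 2.86) in *ORC2Δ* and 1.68 (1.30 to 2.08) in *ORC5Δ* cells. Its GC content was 55.9%, and its GC skew was −0.82 on the forward strand. A WT origin in the same gene, from 87734564 to 87735129, had a log2 fold of −0.04, 0.17, and 0.02 in *ORC1Δ*, *ORC2Δ*, and *ORC5Δ* cells, each with an interval that includes 0. The downregulated example lies on chromosome 8, from 2249406 to 2249963, 83853 bp from MYOM2, and is on the WT list alone. Its reads fell from 102 in WT to 57 in *ORC1Δ*, 38 in *ORC2Δ*, and 58 in *ORC5Δ* cells. The log2 fold was −0.90 (−1.39 to −0.42), −1.66 (−2.24 to −1.11), and −1.12 (−1.61 to −0.64). Another origin in the same window, from 2244389 to 2244720 in the table of WT and *ORC1Δ*, is not on the WT list. Its log2 fold was 0.52 (0.015 to 1.03) in *ORC1Δ* and 0.16 (−0.35 to 0.69) in *ORC2Δ* cells. Among the 20534 origins with the same direction in the 3 lines and at least 100 reads of the 2 lines together in each table, the upregulated and the downregulated example had the highest and the lowest log2 fold, when origins are ranked by the smallest change of the 3 lines. The origins next in rank upward lay in an intron of CACNG4 on chromosome 17, from 67025960, with log2 folds of 1.62 to 1.95, and in the lncRNA gene ENSG00000255931 on chromosome 11, from 61496940, with 1.47 to 1.98. Those next in rank downward lay in an intron of ENSG00000286001 on chromosome 5, from 258195, with −1.20 to −0.87, and in the lncRNA gene MIR646HG on chromosome 20, from 60088332, with −1.07 to −0.77.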

### Properties of the origin sets

The DNA near origins has been reported to have high nucleotide distribution skew [56]. To compare the properties of the origins in WT and ORC knockout cells, we examined whether they were significantly different for SNS-seq peak width (origin length) as well as origin GC content, TA skew, and GC skew by Welch’s *t*-test or Wilcoxon rank sum test (see the “Materials and methods” section). GC skew measures the over-abundance (positive value) or under-abundance (negative value) of G relative to C on one strand of the DNA, while absolute GC skew removes the negative sign and indicates whether there is an imbalance of G relative to C. TA skew measures similar imbalance for T relative to A. The width (length) of the origin peaks (Fig. 4A), GC content (Fig. 4B), and TA skew (Fig. 4C) were not different between origins in WT cells and the Core origins [48, 49]. These properties were also similar between origins in WT and ORC knockout cells, even though some of the differences were statistically significant (Supplementary Table S1). However, the GC skew (Fig. 4D) was much higher (effect size ≥0.554) in the experimental HCT116 cell lines, both WT and the knockouts, compared to the Core origins. 

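The dissimilarity of each knockout line from WT was given as Cliff's delta, with a 95% interval from 1000 bootstrap resamples of 10 Mb blocks of the genome. Width differed least: Cliff's delta was −0.023 (−0.030 to −0.015) in *ORC1Δ*, 0.0062 (−0.0011 to 0.013) in *ORC2Δ*, and −0.0012 (−0.0071 to 0.0044) in *ORC5Δ* cells. For GC content, Cliff's delta was −0.149 (−0.156 to −0.142) in *ORC1Δ*, −0.090 (−0.097 to −0.082) in *ORC2Δ*, and −0.0985 (−0.104 to −0.0920) in *ORC5Δ* cells. The median GC content was 54.8% in WT, 52.3% in *ORC1Δ*, 53.3% in *ORC2Δ*, and 53.2% in *ORC5Δ* cells. For absolute TA skew, Cliff's delta was 0.061 (0.055 to 0.067), 0.028 (0.023 to 0.034), and 0.0065 (0.00068 to 0.012) in the same order. The last of these was 0.0026 when the skew was taken over 500 bp around the midpoint of each origin, and its interval then included 0.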

Figure 2B shows that around half of the origins present in WT cells are specific to HCT116 cells. 

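Between the knockout lines and WT, absolute GC skew differed most in *ORC1Δ* cells, with a median of 0.382 against 0.341 in WT and a Cliff's delta of 0.171 (0.164 to 0.179). Cliff's delta was 0.019 (0.012 to 0.026) in *ORC2Δ* and 0.014 (0.0075 to 0.021) in *ORC5Δ* cells. With the WT origins resampled to the GC content of the knockout line, a comparison added after seeing the data, the value for *ORC5Δ* was 0.0056 and its interval included 0.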

Perhaps such HCT116 specific origins are responsible for the difference in GC skew between CORE and WT, but there was not much of a difference between all the origins in the knockout and WT cells (Supplementary Table S1, lines 3–6).

**Figure 4.**
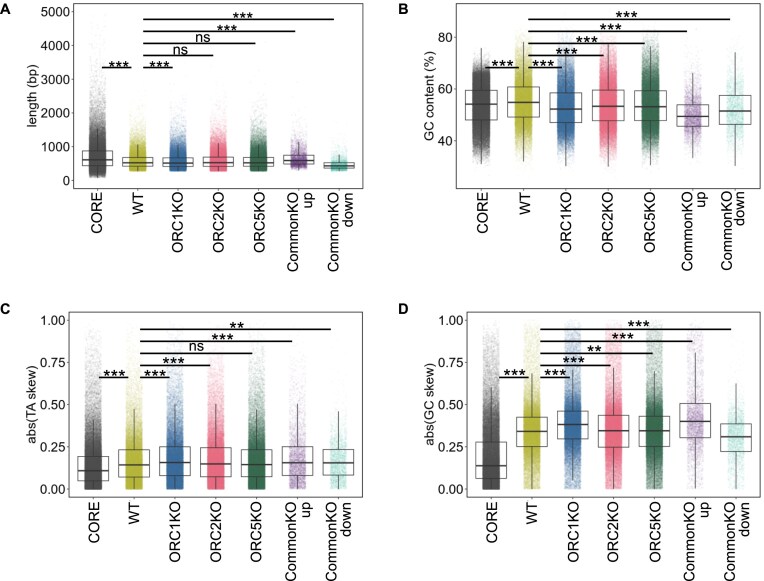
Distribution of (**A**) length, (**B**) GC content, (**C**) TA skew, and (**D**) GC skew for origins in the WT, knockout cells, differentially regulated origins in knockout cells (compared to origins in WT cells) and Core origins. Box plot shows median and interquartile range. For the TA skew and GC skew, the values were converted to absolute values, [abs(TA skew), abs(GC skew)]. *P* values were determined by two-sided Wilcoxon rank sum test with the Benjamini–Hochberg procedure (FDR correction). *Adjusted *P*-value < .05, **adjusted *P*-value < .01, ***adjusted *P*-value < .001, and ns means not significant. CommonKO_up refers to the upregulated peaks in all knockout cell lines, and CommonKO_down refers to the downregulated peaks in all knockout cell lines.

In contrast, when we analyzed the origins that were upregulated or downregulated in all three knockout cells (the overlap group indicated in Fig. 3B), some differences emerged (Fig. 4 and Supplementary Table S1). We did the Wilcoxon rank sum tests to obtain *P*-values and also calculated Cliff’s delta to measure the dissimilarity of the two datasets (e.g. parameter of origins in the two cell lines being compared) (Supplementary Table S1). The differences we cite below are statistically significant and have a measurable dissimilarity (effect size). 

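The merged regions up by 1.5-fold in all 3 knockout lines had a median width of 799 bp (interquartile range 626 to 1079 bp), and their Cliff's delta against WT was 0.560 (95% block bootstrap interval 0.523 to 0.596). Those down by 1.5-fold in all 3 lines had a median of 481 bp (377 to 560 bp) and a Cliff's delta of −0.199 (−0.345 to −0.046). The setting that moved these values most took the sets by presence or absence of an origin. It gave 0.220 (0.196 to 0.243) for origins found in all 3 knockout lines and not in WT, and −0.334 (−0.357 to −0.310) for origins found in WT alone. A region common to 3 lines is merged from overlapping origins of each line. Taken one line at a time, the origins that make up the regions up by 1.5-fold had Cliff's deltas for width of 0.295 to 0.434, and those that make up the presence-based regions had −0.101 to −0.045.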

While origins in any of the KO cells are very similar in length compared to WT cells (negligible Cliff’s delta), the CommonKO_up origins are longer and CommonKO_down are shorter than the origins in WT cells. Similarly, the CommonKO_up and CommonKO_down origins have lower GC content than the other sets of origins. 

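The median GC content was 48.5% for regions up by 1.5-fold in all 3 lines, with a Cliff's delta against WT of −0.458 (−0.505 to −0.404). For regions down by 1.5-fold it was 56.3%, and the Cliff's delta of 0.092 (−0.077 to 0.269) was not distinguishable from 0 with 49 regions. With sets taken by presence or absence, Cliff's delta was −0.374 (−0.401 to −0.342) for the up set and −0.203 (−0.229 to −0.176) for the down set.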

The GC skew in the CommonKO_up was distinctly higher than that in WT origins (even though all origins in the *ORC2Δ* and *ORC5Δ* cells are not different from WT origins). Conversely, the GC_skew in the CommonKO_down set was distinctly lower than in WT origins. 

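Absolute GC skew had a median of 0.808 (interquartile range 0.673 to 0.880) in the regions up by 1.5-fold in all 3 lines, with a Cliff's delta against WT of 0.902 (0.879 to 0.921). Origins found in all 3 knockout lines and not in WT had a median of 0.401 and a Cliff's delta of 0.239 (0.212 to 0.263). From an absolute GC skew of 0.4 upward, the median log2 fold rose from bin to bin in every knockout line. Below 0.4, where most origins lie, it did not rise in *ORC2Δ* cells, with medians of −0.06 to −0.08. In *ORC1Δ* cells, the 316 origins with an absolute GC skew of 0.9 or more had a median log2 fold of 0.87 (95% block bootstrap interval 0.81 to 0.95), and 69.9% of them were up. In the bin from 0.3 to 0.4, which holds 12640 origins, the median was −0.05 and 2.75% were up. In the same top bin, *ORC2Δ* cells had 373 origins with a median of 0.82 (0.74 to 0.87), of which 67.3% were up, and *ORC5Δ* cells had 333 origins with a lower median of 0.61 (0.55 to 0.67), of which 53.2% were up. Absolute TA skew of the regions up by 1.5-fold had a Cliff's delta of 0.137 (0.076 to 0.201).

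**Figure D2:**
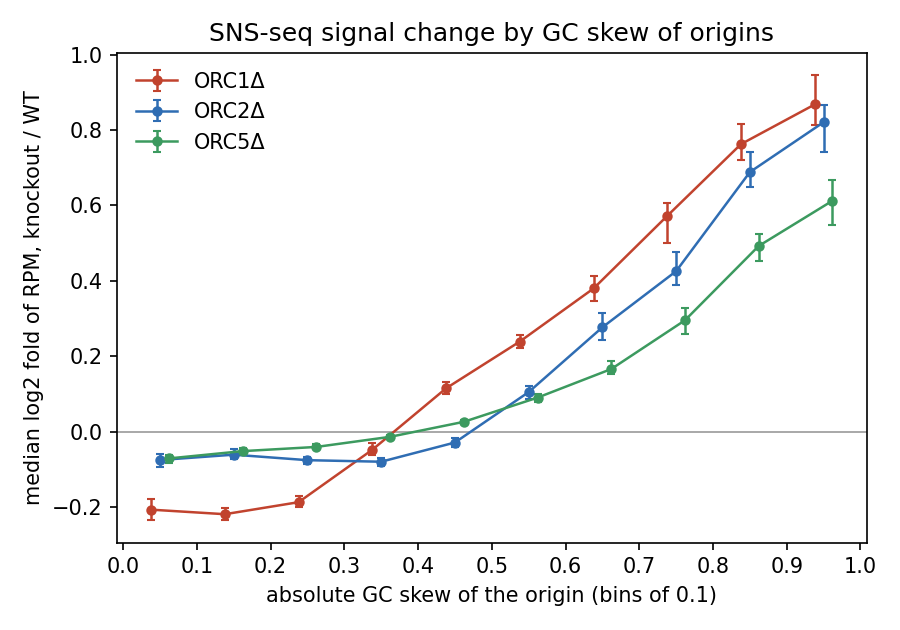
Median log2 fold of RPM, knockout over WT, of origins in bins of absolute GC skew, for *ORC1Δ*, *ORC2Δ*, and *ORC5Δ* cells. Error bars are 95% block bootstrap intervals. In the bin of 0.9 and above, the medians are 0.87 in *ORC1Δ*, 0.82 in *ORC2Δ*, and 0.61 in *ORC5Δ* cells.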

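In the 49 regions down by 1.5-fold in all 3 lines, absolute GC skew had a median of 0.253 and a Cliff's delta against WT of −0.427 (−0.547 to −0.293). For the 2466 origins found in WT alone, the median was 0.309 and Cliff's delta was −0.153 (−0.174 to −0.130).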

The results suggest that the new origins activated in common by all three ORC subunit deletions (CommonKO_up) appear to be slightly but significantly longer, with lower GC content and higher GC skew than WT origins or the pool of all origins in the KO cells.

### Origins in WT and KO cells are enriched in MCM binding sites

The MCM2–7 complex is loaded on chromatin at DNA replication origins [57]. We examined whether the MCM2–7 complex is enriched on DNA replication origins in ORC subunit-deficient cells by permutation tests. Binding sites of MCM2, 3, 5, and 7 subunits determined in ORC-proficient cells [44] were enriched on the origins in both WT and ORC knockout cells (Fig. 5A). The significance of any difference in the enrichment of an MCM binding site between the origin sets was determined following the permutation test as described in the “Materials and methods” section (Supplementary Table S2). All the sets were statistically significantly different from the WT origin set, but the effect sizes (the magnitude of the difference in enrichment) were mostly negligible. Relative to all other origin sets, the origins upregulated in all knockout cells (CommonKO_up) were most enriched for MCM2–7 binding sites, while the origins downregulated in all knockout cells (CommonKO_down) were least enriched in MCM binding sites (Fig. 5A and Supplementary Table S2). Thus, even in the absence of a functional ORC subunit, the active origins are enriched in sites where the MCM2–7 complex is known to be bound to the DNA in WT cells, suggesting that loss of ORC does not result in a large redistribution of MCM binding sites. The higher enrichment of MCM binding sites at origins that are activated in the absence of ORC suggests that the high probability of MCM binding to these sites is determined independent of ORC, and this higher probability becomes significant in firing new origins when ORC is absent.

**Figure 5.**
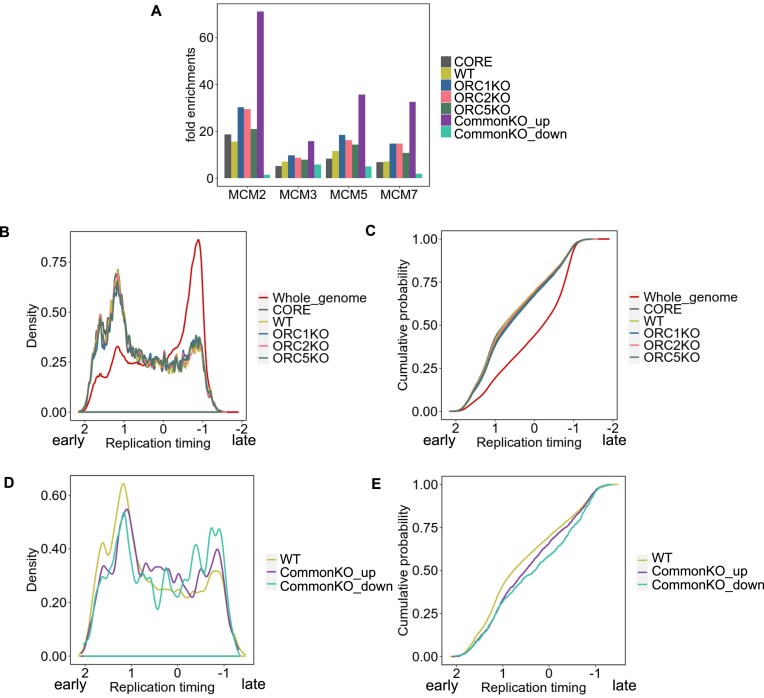
Comparison of origins in WT and ORC subunit knockout cells with MCM loading and time of replication in S phase. (**A**) Permutation test results of colocalization between various origin peaks and MCM subunits (reference). One thousand randomized region sets were obtained for each origin set and intersected with peaks of each MCM subunit. The mean of the overlap seen with the 1000 random sets is the expected overlap. The *Y*-axis indicates fold enrichment of the experimentally determined overlap with this expected overlap. (**B**–**E**) Distribution of origins as a function of replication timing (see the “Materials and methods” section).

### Replication timing of origins in knockout cells

SNS-seq studies suggested that DNA replication origins tend to be enriched in early replication regions. We examined whether this holds true in the absence of functional ORC subunits by plotting the distribution of the origins against the time of replication of the co-located part of the genome (Fig. 5B–D). The distribution curves in Fig. 5B and C were compared by two metrics to quantify whether the curves were different from each other. KS-distance, defined as the maximum vertical distance between two empirical cumulative distribution functions, has several limitations, including high sensitivity to differences between the modes of the two distributions but insensitivity to their tails. In contrast, the WD is a function of the horizontal distance between the observations and is a better measure of the effect size. As expected, origins in WT cells were enriched in the early replication regions compared to the distribution of all genomic loci (Fig. 5B and C, and Supplementary Table S3). However, the timing of replication of origins in the knockout cells was not very different than in WT cells (WD is small). On the other hand, the distribution of replication timing of origins that were up- or downregulated in all the knockout cells was slightly different from that of WT cells. Those origins were more enriched in the mid and late replication parts of the genome (Fig. 5D and E, and Supplementary Table S3).

### Overlap of origins with known genomic annotations

It is known that Core origins are enriched in promoters of genes (2 kb upstream of genes, exons, 5′UTRs, and CpG islands [55]). We examined whether this was also true for the origins in WT and ORC knockout cells by permutation tests. As already reported, the Core origins were found to be more enriched in these four areas than expected from the random distribution (Fig. 6A). These properties are preserved in all four experimentally determined origin sets (WT and the three knockout cells) and also in the origins that are downregulated in all three *ORCΔ* cells. However, a surprising exception is seen for the origins that are upregulated in all the *ORCΔ* cell lines, where there is much less enrichment over promoters, 5′UTRs, exons, or CpG islands (Fig. 6A and Supplementary Table S2).

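The share of origins that overlap a feature was set against its mean over 1000 random placements, and p-values were adjusted with the Benjamini–Hochberg procedure over the 282 tests of this kind. Exons, 5′UTRs, and the 2 kb upstream of genes were taken from protein-coding genes of GENCODE release 44, and CpG islands were found in the hg38 sequence by length, GC content, and observed over expected CpG. Among WT origins, 2285 (7.57%) overlapped the 2 kb upstream of a gene, 3.48 times the random mean, 5357 (17.7%) overlapped an exon (2.28 times), 2356 (7.80%) a 5′UTR (5.46 times), and 4945 (16.4%) a CpG island (6.21 times). Each had an adjusted p of 0.00133 from the one-sided permutation test, the smallest that these placements can give, and so did each of the corresponding values of the knockout lines. The folds of *ORC1Δ* origins were the lowest of the 4 lines, at 2.85 upstream of genes, 1.72 at exons, 3.81 at 5′UTRs, and 4.73 at CpG islands. Those of *ORC2Δ* origins were 3.27, 2.05, 4.86, and 5.59, and those of *ORC5Δ* origins were 3.25, 2.03, 4.81, and 5.42. Moving each origin by up to 100 kb changed these values most and gave 2.08 upstream of genes for WT. The origins of *ORC1Δ* also had the lowest median GC content of the 4 lines. GC-dependent recovery of reads in the *ORC1Δ* libraries is therefore not excluded as a source of its lower folds. Of the 49 regions down by 1.5-fold in all 3 lines, 11 overlapped a CpG island (9.57 times random, adjusted p = 0.00133) and 3 a 5′UTR (4.78 times, adjusted p = 0.0392). The 3 regions upstream of genes (3.03 times, adjusted p = 0.0976) and the 5 at exons (1.44 times, adjusted p = 0.311) were not distinguishable from random placement by this permutation test.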

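Of the 549 regions up by 1.5-fold in all 3 knockout lines, 12 lay upstream of a gene, which is 0.906 times the random mean (adjusted p = 0.761, one-sided permutation test for enrichment), and 19 overlapped a CpG island, 1.06 times (adjusted p = 0.502). At exons, 9 regions overlapped, 0.174 times random, and none of the 1000 placements gave as few. No region overlapped a 5′UTR, and 0 of 549 allows a share of up to 0.546%. Relative to WT, the enrichment of this set was 0.260 (95% block bootstrap interval 0.134 to 0.388) upstream of genes, 0.076 (0.037 to 0.122) at exons, and 0.170 (0.086 to 0.265) at CpG islands. The rule that defines the set changes the comparison with chance. Origins found in all 3 knockout lines and not in WT were enriched 2.10 times upstream of genes, 2.48 times at 5′UTRs, and 2.71 times at CpG islands (adjusted p = 0.00133 each), and 1.07 times at exons (adjusted p = 0.113). Their enrichment relative to WT was 0.603 (0.504 to 0.715) upstream of genes, 0.471 (0.427 to 0.519) at exons, and 0.436 (0.385 to 0.493) at CpG islands.

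**Figure D3:**
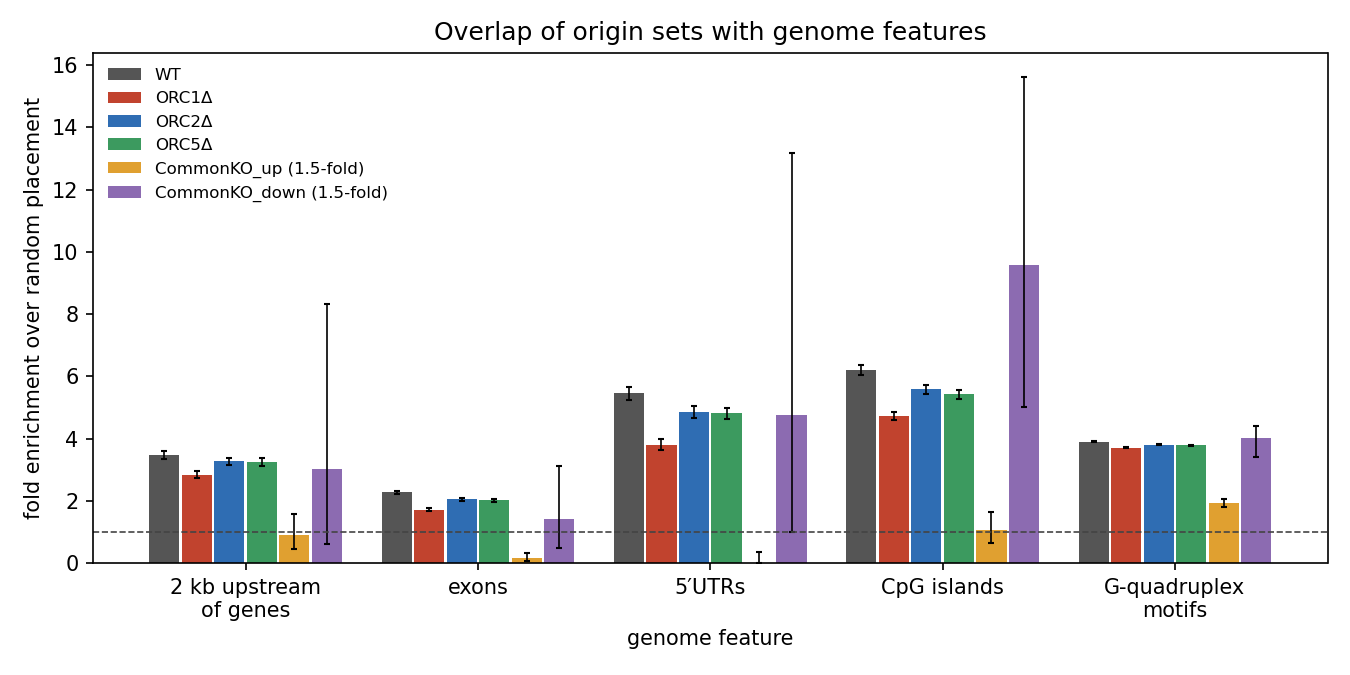
Fold enrichment over random placement of the origins of WT and each knockout line, and of the regions up or down by 1.5-fold in all 3 knockout lines, at 5 kinds of genome feature. Bars start at 0, the dashed line marks 1, and error bars are 95% Clopper-Pearson intervals of the share of origins divided by the random mean. The regions up in all 3 lines have the lowest bar at each feature, at 0.906 upstream of genes, 0.174 at exons, 0 at 5′UTRs, and 1.06 at CpG islands.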

**Figure 6.**
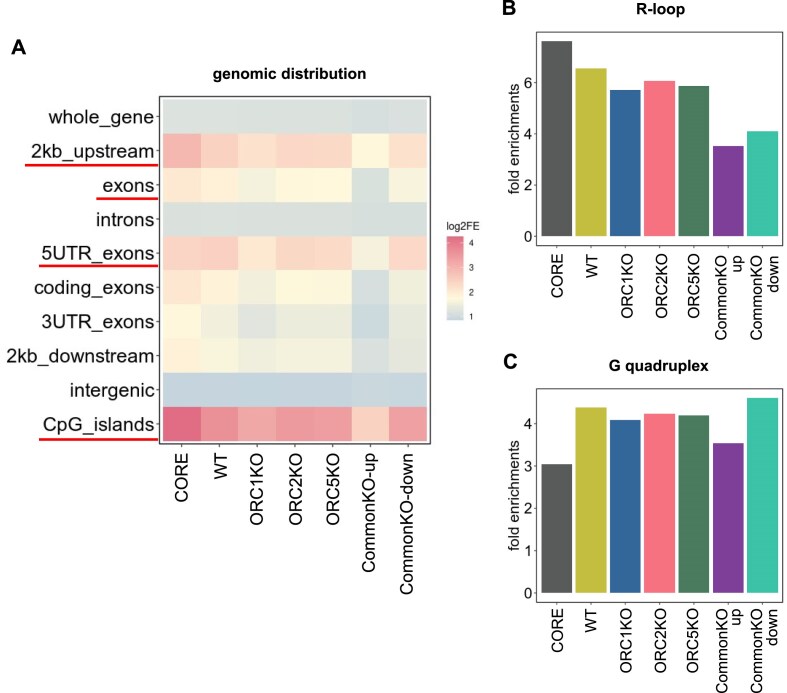
Permutation test to determine whether the colocalizations indicated are enriched relative to random expectation. Colocalization of sets of origins and (**A**) indicated genomic sites, (**B**) level 5 R-loops from [42], and (**C**) G-quadruplexes [43] (G4H1.52). The rest as in Fig. 5A.

As reported before, origins are also enriched over random expectations in areas that form R-loops and G-quadruplexes (Fig. 6B and C) [58, 59]. This was true for all the origins in the WT and knockout cell lines. 

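G-quadruplex motifs were found in the hg38 sequence with the G4Hunter score, at the threshold given in Fig. 6C and in windows of 25 bases. They overlapped 92.1% of WT origins, 85.1% of *ORC1Δ*, 89.8% of *ORC2Δ*, and 88.3% of *ORC5Δ* origins. The folds over random placement were 3.91, 3.70, 3.81, and 3.79. Relative to WT, the fold was 0.948 (0.942 to 0.954) in *ORC1Δ*, 0.974 (0.970 to 0.979) in *ORC2Δ*, and 0.969 (0.965 to 0.973) in *ORC5Δ* cells. When origins were moved by up to 100 kb instead of being placed anywhere on the chromosome, the ratio was 0.997 in *ORC2Δ* and 1.00 in *ORC5Δ* cells, and neither interval excluded 1.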

The enrichment is still seen but is lower for the origins that are upregulated in all of the ORC knockout cells (Fig. 6C and Supplementary Table S2), and this lower enrichment at G-quadruplexes is likely due to the lack of enrichment of these origins near genes and promoters. These results suggest that origins in HCT116 WT cells and most origins seen in ORC knockout cells, with some minor differences, have properties similar to Core origins. 

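Of the regions up by 1.5-fold in all 3 lines, 328 (59.7%) overlapped a G-quadruplex motif, 1.93 times the random mean (adjusted p = 0.00133, permutation test). Their enrichment was 0.495 (0.459 to 0.531) of that of WT origins. With moves of up to 100 kb instead, the fold of these regions fell to 1.14 and that of WT origins to 2.45. The ratio to WT was then 0.464 (0.431 to 0.498). For origins found in all 3 knockout lines and not in WT, the share was 80.7%, and the enrichment was 0.835 (0.820 to 0.852) of that of WT. Among the regions down by 1.5-fold, 42 of 49 overlapped a motif, and the ratio to WT of 1.03 (0.90 to 1.13) was not distinguishable from 1.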

There is, however, a consistent difference in CommonKO_up origins, which are less enriched for promoters, 5′UTRs, exons or CpG islands, R loops, or G-quadruplexes than all origins in WT or KO cells. The CommonKO_down origins were similar to most of the origins in WT and the KO cells except that they were less enriched in R loops.

### Overlap of origins with (ATCC)*_n_* repeat elements

Repeat elements are often enriched near bacterial and eukaryotic origins [58, 60]. We tested whether any of the classes of origins we have identified are significantly different from the general class of origins in terms of their overlap with repetitive elements by permutation tests. The full set of origins we identified in the WT and knockout cells were enriched relative to Core origins in low-complexity sequences and in simple repeats (Fig. 7A and B). The differences in enrichment of repetitive elements with all the origins in the knockout cells compared to that with the origins in the parental WT cells were statistically significant but very small (Supplementary Table S2). 

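Repeats of ATCC were found in the hg38 sequence as at least 4 exact copies in a row, in any rotation and on either strand. They overlapped 631 WT origins (2.09%), 977 *ORC1Δ* origins (2.91%), 961 *ORC2Δ* origins (2.54%), and 995 *ORC5Δ* origins (2.41%). The folds over random placement were 17.1, 24.7, 20.6, and 20.0. Of the 549 regions up by 1.5-fold in all 3 knockout lines, 177 (32.2%) overlapped such a repeat, against a random mean of 1.03 regions, a fold of 172 (adjusted p = 0.00133, permutation test). This was 10.1 times (8.49 to 12.1) the enrichment of WT origins. Among the alternatives, moving each origin by up to 100 kb changed the fold most, to 34.6, and the ratio to WT was then 4.17 (3.51 to 4.99). These ratios do not separate the repeat from GC skew. Among origins with an absolute GC skew of 0.7 or more, a limit chosen after seeing the data, those with at least 3 copies of ATCC in a row and those without differed in median log2 fold by −0.03 (−0.08 to 0.06) in *ORC1Δ*, −0.09 (−0.16 to −0.00) in *ORC2Δ*, and 0.09 (0.03 to 0.16) in *ORC5Δ* cells. Of the origins found in all 3 knockout lines and not in WT, 265 of 4145 regions (6.39%) overlapped a repeat, a fold of 50.8 and a ratio to WT of 2.98 (2.57 to 3.39). None of the 49 regions down by 1.5-fold did, which allows a share of up to 6.12% (3 regions) and is not distinguishable from the share of WT. Of the 2466 origins found in WT alone, 11 (0.446%) overlapped a repeat, a fold of 4.81.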

The exception was when the overlap of origins with (ATCC)*_n_* motifs (and permutations or complementary sequences) was compared, where we find that the CommonKO_up were specifically highly enriched, while the CommonKO_down were specifically disenriched in (ATCC)*_n_* motifs (Fig. 7C and D). 

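Repeats of TACC, found in the same way, are rarer, with 589 sites in the genome against 8453 for ATCC. They overlapped 7 WT origins, 2.07 times the random mean (adjusted p = 0.0686, permutation test), and 11, 12, and 13 origins of the *ORC1Δ*, *ORC2Δ*, and *ORC5Δ* lines (2.94, 2.86, and 2.77 times). In the regions up by 1.5-fold in all 3 lines, 2 of 549 overlapped a TACC repeat, against a random mean of 0.080 regions (adjusted p = 0.00646). Among the origins found in all 3 knockout lines and not in WT, 2 of 4145 regions did (3.90 times, adjusted p = 0.120). Among the regions down by 1.5-fold there were none, and 1 of the 2466 origins found in WT alone overlapped one. With so few origins, the enrichment of TACC repeats in the knockout lines was not distinguishable from that in WT.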

The enrichment of CommonKO_up with (ATCC)*_n_* motifs could be significant because a negative control, (TACC)*_n_* motif, was not more enriched in the KO-up origins compared to the other sets of origins in WT or KO cells (Supplementary Fig. S1).

**Figure 7.**
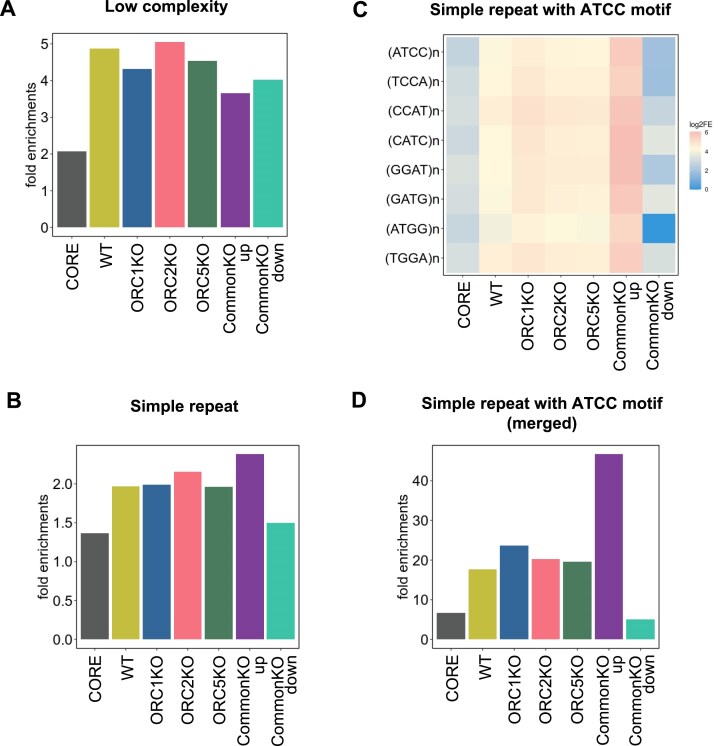
Permutation test results of colocalization between various origin peaks and (**A**) low complexity regions, (**B**) simple repeat regions, (**C**) each simple repeat region including various types of ATCC motifs, and (**D**) merged simple repeat regions with ATCC motifs. The rest as in Fig. 5A.

### Measurement of functional MCM2–7 loading in the ORC knockout cells

A flow cytometry-based approach to measure the MCM2 loading on DNA per cell was developed by Jean Cook and collaborators [30]. We used this approach to independently confirm that the same maximal level of MCM2 loading on DNA in G1 was seen in the *ORC1Δ*, *ORC2Δ*, and *ORC5Δ*cells as in the WT cells (Fig. 8A). The FACS plots also show that the normal progressive loss of MCM2 from the chromatin during S phase was seen in the mutant cells in a manner similar to the WT cells. Finally, this FACS approach allows us to quantify the relative MCM loading rate in WT and ORCΔ cells using ergodic rate analysis [30, 61] (Fig. 8B). There was no significant difference in MCM loading rate between WT and ORC1Δ or ORC2Δ cells, and ORC5Δ cells were about twice as fast as WT cells.

**Figure 8.**
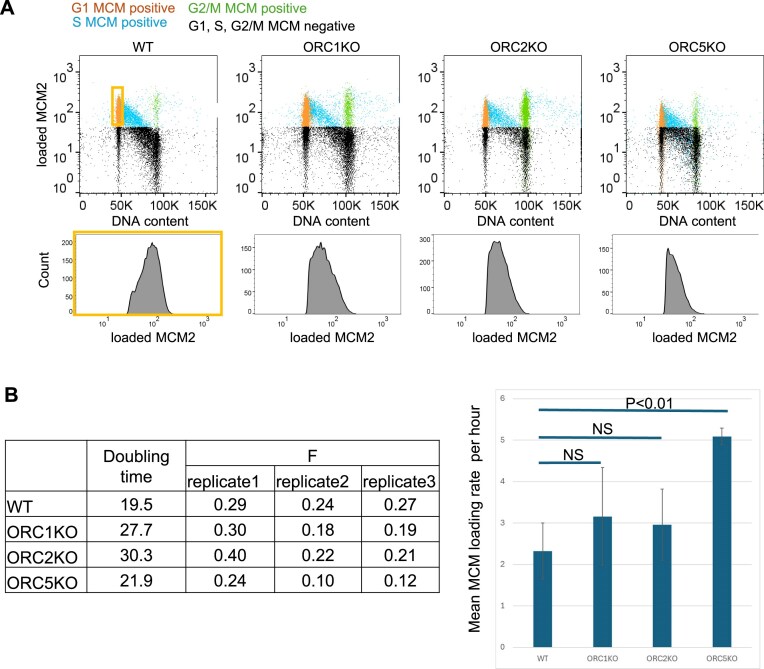
(**A**) Top: Flow cytometry plots of MCM2 loading on DNA (*Y*-axis) against DNA content as measured by DAPI (*X*-axis). The window marked as G1, MCM positive, contains G1 cells that have loaded MCM2 on DNA. Bottom: Distribution of MCM2 staining intensity and cell count from the G1 populations of indicated cell lines. The maximum *X*-axis value for each curve is a measure of the maximum amount of MCM2 loaded on chromatin at the end of G1 in that cell line. Profiles are representative of two independent experiments. (**B**) Left: Parameters used to calculate. Right: Calculated mean MCM loading rate per hour by ergodic rate analysis (*n* = 3) from two independent experiment, unpaired two-tailed *t*-test. Data are shown as mean ± SD.

A 3–10-fold excess of MCM2–7 double hexamers is loaded on chromosomes at the end of G1 than is necessary to fire the ∼50 000 origins that are required to completely replicate the genome in each S phase. Normally, the excess loaded MCM2–7 hexamers are passively displaced from chromatin by replication forks originating in adjoining DNA and replicating through the unfired MCM2–7 hexamers. However, the excess MCM2–7 double hexamers provide dormant origins that become important under conditions of replication stress when replication forks stall before traversing their normal distance. The dormant origins in the unreplicated parts of the genome now get activated, and this is necessary to replicate the entire genome despite the premature stalling of replication forks [6, 7, 62].

To measure this origin provided by the dormant but licensed origins, we put the WT and ORC deletion cells under replication stress by exposing them to low doses of hydroxyurea and following their proliferation by clonogenic assays. The knockout cells were not more sensitive to hydroxyurea compared to WT cells, suggesting that there was a normal complement of dormant origins in the knockout cells (Fig. 9A). Because normally unfired origins are now initiating DNA replication, the firing of dormant origins decreases the inter-origin distance, as measured by molecular combing. Consistent with this, the inter-origin distance decreased upon exposure of WT cells to HU, and a similar decrease was seen in the cells where *ORC2* or *ORC5* were knocked out (Fig. 9B). Therefore, excess functional MCM2–7 was still loaded (compared to the minimum required to license ∼50 000 origins), and the dormant origin function was intact despite the absence of ORC.

**Figure 9.**
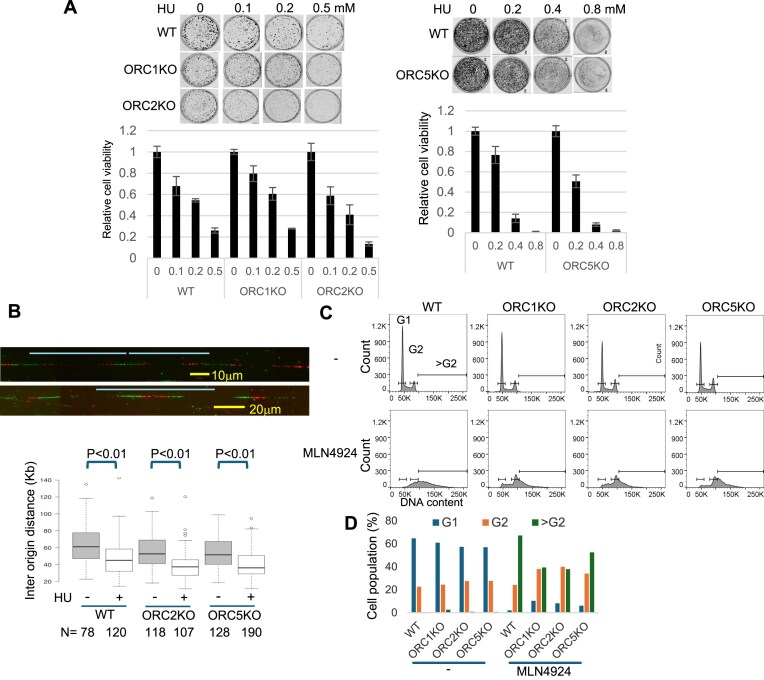
DNA replication in ORC KO cell lines. (**A**) Clonogenic assay of hydroxyurea treated ORC KO cell lines. Cells were treated with indicated amount of hydroxyurea for 7 days and colonies detected by crystal violet staining (Top). Crystal violet-stained colony density was measured. Data were normalized to the colony density of Day 1 (bottom). Analysis (*n* = 3) from single experiment, unpaired two-tailed *t*-test. Data are shown as mean ± SD. (**B**) DNA molecular combing of cells treated with or without hydroxyurea for 4 h. (top) Representative image. Top line indicates inter origin distance. (Bottom) Box and whiskers plot for inter-origin distance of indicated clones of cells. Two-sided Wilcoxon rank sum test for two samples. *N* = number of DNA fiber from single experiment. *P*: Statistical significance of any difference between HU untreated and HU treated cell. Data are shown as median ± SD. (**C**) FACS profile of propidium iodide-stained cell treated with MLN4924 for 20 h. Profiles are representative of two independent experiments. (**D**) The percentage of cells in G1, G2, and >G2 in panel (C) is plotted. Profiles are representative of two independent experiments.

We and others have also reported that an artificial increase in the amount of replication initiation factor, Cdt1, relative to an inhibitor of Cdt1, geminin, leads to repeated licensing and firing of origins on already replicated parts of the genome in the same S phase, resulting in re-replication of the DNA [63, 64]. This re-replication leads to the production of cells with greater than G2 DNA content and of course, is dependent on the loading of functional MCM2–7 in S phase on parts of the genome that have already replicated once and lost the MCM2–7 that was loaded in G1. Treating cells with MLN4924 inhibits the degradation of Cdt1, increases the amount of Cdt1 relative to geminin, and leads to re-replication [65]. Re-replication upon addition of MLN4924, as seen by the appearance of cells with >G2 DNA content, was seen in the ORC knockout cells (Fig. 9C), consistent with the suggestion that functional MCM2–7 can be loaded in these cells even in the absence of ORC. However, there may be a limit to the number of times MCM2–7 can be reloaded in the knockout cells, accounting for the 30%–40% decrease in the number of cells with >G2 DNA content (Fig. 9D).

## Discussion

There are two important questions we set out to answer. Given the obvious importance of ORC in binding DNA and loading MCM2–7 double hexamers in the vicinity, the first question was whether the cells without an ORC hexamer still choose specific sites as origins, and if they do, whether those origins have properties different from the origins chosen in the presence of ORC. The second question examined the robustness of the chromatin loading of functional MCM2–7 hexamers in cells without the six-subunit ORC. While MCM2–7 is clearly associated with the chromatin and sufficient for executing enough DNA replication for cell survival, is there still an excess of functional MCM2–7 hexamers to license the dormant origins that become important for cells to complete replication and survive in the face of replication stress. Furthermore, can functional MCM2–7 hexamers be loaded repeatedly on the same stretch of DNA to facilitate re-replication in the ORC-deficient cells?

### Presence of a trace, yet functional amount of ORC in the ORC knockout cell

In a very important paper, Chou *et al.* reported that our *ORC2Δ* cells contain a trace amount of a protein smaller than ORC2 that co-immunoprecipitates with ORC3 and reacts to their anti-ORC2 antibody [25]. They suggested that the *ORC2Δ* cells may produce a trace amount of an N-terminally deleted ORC2 protein due to initiation from an internal methionine. They could not detect any ORC1 in the *ORC1Δ* cells. The *ORC5Δ* cells were designed such that after the deletion of the initiator methionine, the next methionine is downstream from the bulk of the AAA+ domain, so that even if a truncated protein was produced from internal initiation at the second methionine, it would miss a major functional domain of ORC5. Thus, there is no controversy over the absence of ORC in the *ORC1Δ* and *ORC5Δ* cells.

Turning to the *ORC2Δ* cells, even if the protein detected in [25] is functional, we quantitated the published western of the cell lysates (Fig. 8, Supplement 1b, from that paper) to estimate how much of the truncated protein was present per cell. The intensity of the signal from the truncated protein in the *ORC2Δ* cells was 0.23% of that of full-length ORC2 in WT cells (and this is an overestimate, because the signal for the full-length ORC2 protein is highly overexposed). Quantitative westerns in [24] estimated that WT cells contain ∼150 000 molecules of ORC2, suggesting that the truncated ORC2 detected by Chou *et al.* exists at 345 molecules per cells. The inter-origin distance in the *ORC2Δ* cells is ∼40 kb (Fig. 9, in hydroxyurea), suggesting that ∼150 000 origins are licensed on the 6 × 10^9^ base-pair genome of a diploid cancer cell. It is difficult to explain how 345 molecules of ORC2 could load ∼150 000 MCM2–7 double hexamers per cell, given that the *in vitro* MCM2–7 loading experiments [66, 67] reveal no evidence of ORC recycling in the loading reaction (John Diffley and Franziska Bleichert, personal communication).

Under our best conditions, we do not detect the truncated ORC2 protein in cell lysates or in ORC3 immunoprecipitates of the *ORC2Δ* cells with either the antibody used by Chou *et al.* or a commercial antibody. We also do not see any ORC2-related bands in that size range that are knocked down by si-ORC2 (Supplementary Fig. S2). We acknowledge that such differences can arise from differences in the sensitivity of western blot protocols, but the result highlights that the protein under consideration is present at very low levels.

### Essentiality of *ORC* genes, particularly *ORC2* gene

Chou *et al.* show that multiple A single guide RNAs (sgRNAs) against ORC subunits are disenriched in CRISPR screens on WT cells [25]. Furthermore, in cells subsisting on ORC2 fused to an auxin-inducible-degron, rapid degradation of ORC2 diminishes (but does not abolish) MCM2–7 loading on chromatin in WT cells. This is the best evidence showing that ORC2 subunit is essential for cell viability and for MCM2–7 loading in WT cells but does not rule out the possibility that a small fraction of cells can be selected for that can survive long term and load MCM2–7 without ORC2. A more difficult result to explain is why sgRNAs against *ORC2* were disenriched even in the *ORC2Δ* cells, suggesting that the *ORC2* gene is still essential for proliferation in the *ORC2Δ* cells. Given that we see proliferation and normal MCM2–7 loading in the same *ORC2Δ* cells despite the complete (or near complete) depletion of ORC2 protein, three possibilities remain: (i) a trace amount of ORC2 protein can be recycled and load many fold excess of MCM2–7 on the chromatin *in vivo*, (ii) origins on a few selected parts of the genome, but not most of the origins in the cell, are critically dependent on ORC for loading MCM2–7, or (iii) a trace amount of ORC2 protein is required for some other function in the cell that is different from MCM2–7 loading.

The dependency map (DepMap) [68] measures the depletion of the targeting short hairpin RNAs (shRNAs) or sgRNAs from the starting library after 40 days of passage of the targeted cells. While shRNAs or sgRNAs for essential genes are depleted nearly completely, giving a dependency index near 1, shRNAs or sgRNAs that slow cell proliferation, or initially slow cell proliferation but then allow the cells to adapt, will be depleted to an intermediate level, yielding a smaller dependency index. Keeping this in mind, the dependency index values of several of the ORC subunit genes in cells vary among each other, something not expected if the entire six-subunit ORC complex was essential. In addition, the dependency index values of several of the ORC subunit genes are much lower than 1 in HCT116 colon cancer cells. For HCT116, the dependency index values of *CDC6* and *ORC6* (which we have been unable to target) are 0.988 and 0.971, respectively, while those of *ORC2*, *ORC3*, *ORC4*, and *ORC5* are 0.321, 0.133, 0.471, and 0.390, respectively. Our ability to generate viable cells after targeting *ORC1* is more surprising because the dependency index of *ORC1* is 0.961. However, it was reassuring that Chou *et al.* [25] examined our *ORC1* KO cells and did not find evidence of any expression of the ORC1 protein.

### Origin properties in the knockout cells

Origin selection in mammalian cells varies from cell cycle to cell cycle in the same cells and certainly between cell lines. Since we intended to compare origins in four cell lines with different passage histories, we were not sure how much overlap we would see between origins in the four cells. The results were clear. With nearly 50% of the origins mapped by our experiments in HCT116 cells overlapping with the origins reported in the literature as Core origins, we know that our experiments are identifying *bona fide* origins. The surprising discovery is that the vast majority of the origins in the WT cells were seen in one or more of the three ORC subunit deletion cells. This suggests that (i) origin selection still occurs in the absence of all six subunits of ORC and (ii) the ORC deletion cells do not use an entirely new set of origins to replicate and survive in the absence of ORC.

The origins seen in the ORC knockout cells were generally similar to the origins in WT cells regarding GC content and preference for promoters, CpG islands, and G-quadruplexes. Thus, the general features that promote origin selection, GC content, promoters, CpG islands, and G-quadruplexes continue to select origins in the absence of ORC. The higher GC skew in the origins of the ORC knockout cells will be discussed below.

### The origins that are activated preferentially in the absence of ORC

Because there were a few hundred origins that were upregulated in all three *ORCΔ* cells (compared to WT cells), we examined them closer to see whether they had any sequence properties that set them apart from the vast majority of origins. These origins had a higher GC skew and TA skew and a lower overlap with promoters, CpG islands, R loops, and G-quadruplexes than the origins that overlapped with those in WT cells. As mentioned above, promoters, CpG islands, and G-quadruplexes have been reported in multiple laboratories to favor origin selection [50–52, 54, 55, 58, 69–77], so the decrease in their enrichment in the origins upregulated in ORC-KO cells suggests that the knockout cells may use slightly different properties of DNA or chromatin to select origins. Indeed, the increase in GC skew, TA skew, and unique enrichment of (ATCC)*_n_* simple repeats in CommonKO_up set could suggest that these features help to license or fire origins in the absence of ORC, but of course, this is a correlation analysis and the association may not be causative.

In bacteria and in eukaryotes, it has been reported that the count of G exceeds that of C (GC skew positive) and T over A (TA skew positive) on the leading strand [78–81], and this trend peaks near origins (where the leading strand-lagging strand switch occurs). This increased GC and TA skew near origins has been suggested to be an evolutionary footprint arising from deamination of cytosines on the lagging strand template that is more often left single-stranded during DNA replication. The higher GC skew in the origins that are upregulated in the ORC knockout cells either suggests that these origins have a longer evolutionary history or that increased GC skew favors MCM2–7 loading in the absence of ORC.

(ATCC)*_n_* repeats can on the opposite strand be represented as (TGGA)_*n*_ repeats. It is thus very interesting that (TGGA)*_n_* repeats have been reported to be reluctant to assemble nucleosomes in *in vitro* selection experiments with a nearly 50% decrease in affinity for histone octamers compared to average DNA [82]. Thus, one reason why these sequences promote origin function in the ORC knockout cells could be because they are less chromatinized and so more susceptible to MCM2–7 loading.

### None of the ORC subcomplexes on chromatin are better than the others at origin specification

There was a gradient of loading of ORC subunits in the knockout cells. The *ORC2Δ* cells had a great decrease of four subunits (ORC2, ORC3, ORC4, and ORC5) and a moderate decrease of one subunit (ORC1) on chromatin. The *ORC5Δ* cells had a great decrease of two subunits (ORC4 and ORC5) on chromatin. The *ORC1Δ* cells showed a decrease of only one subunit (ORC1) on chromatin. Our results show that if the remaining subunits formed subcomplexes that can assist in MCM2–7 loading, they are not much worse than the holocomplex for origin selection. One formal possibility is that ORC1 on its own and ORC2–5 on the other side can independently load MCM2–7 in unusual circumstances when the entire six-subunit ORC is absent. However, our current understanding of ORC structure and function makes this unlikely [2, 3, 18, 19], and we have experimentally determined that hepatocytes without both ORC1 and ORC2 are still capable of loading functional MCM2–7, leading to normal liver development, liver regeneration, endo-reduplication, and DNA synthesis [83].

### Functional and excess MCM2–7 loading

The ability of the ORC knockout cells to load functional MCM2–7 in excess (for dormant origin function), repeatedly (for re-replication), and at nearly the same kinetics in G1 as in WT cells highlights that these cells have a robust mechanism to load the MCM2–7 double hexamers in the virtual absence of ORC. Till now it could be argued that equal levels of MCM2–7 association with chromatin in the knockout cells compared to WT cells do not necessarily equate with comparable levels of functional loading of MCM2–7 double hexamers around the DNA. It could also be argued that an MCM2–7 loading system inactivated by the loss of ORC could barely load enough of the hexamers to permit the one round of replication required for cell cycle and cell proliferation. However, the results with hydroxyurea-stressed cells or with stabilized Cdt1 suggest that the MCM2–7 loading machinery is still capable of loading excess functional MCM2–7 and/or repeatedly loading functional MCM2–7 in the same cell cycle despite the absence of ORC.

### ORC-independent MCM2–7 loading

The near normal behavior of the cancer cells in the absence of the six-subunit ORC is a puzzle. In *Saccharomyces cerevisiae*, ORC binding to the DNA causes it to bend, but it is not clear whether this bending is essential for the subsequent MCM2–7 loading [84]. Structural studies on yeast MCM2–7 hexamer complexed with CDT1 and on human MCM2–7 hexamer show that the MCM ring has an open gap between MCM2 and MCM5 [85–87]. The size of the gap for human MCM2–7 has been estimated to be 10–15 Å, which is too narrow to admit the 20 Å diameter DNA double helix, but ORC is not needed to separate the MCM2 and five subunits to create the gap. Thus, there may be other ways, besides ORC, to either widen the gap to load a double-stranded DNA or to take advantage of naturally occurring denatured parts of DNA to let the MCM2–7 ring load on to a single strand of DNA. In addition, while the current understanding of yeast MCM2–7 loading is that ORC is required to load two MCM2–7 hexamers sequentially on DNA to produce the functional head-to-head double hexamer, it has been shown recently that single human MCM2–7 hexamers loaded on DNA independently can come together to form a double hexamer of MCM2–7 [67]. We have now ruled out that the origins used in these cells are very nonspecific or very different compared to WT cells. We have also ruled out that the MCM2–7 loading in these cells is not robust and barely sufficient to carry out one round of DNA replication. The results suggest that while ORC may be essential to load MCM2–7 in many physiological conditions, during development, and even in current *in vitro* MCM2–7 loading reactions, the mammalian cancer cell is capable of loading functional and excess MCM2–7 in the absence of the six-subunit ORC. In this context, it is also very intriguing that certain ancient species of budding yeast in the *Hanseniaspora* lineage retain the *ORC1*, *ORC2*, *ORC4*, and *ORC5* genes but lack the *ORC3* and *ORC6* genes [88].

### Epigenetic regulation of origin firing

A strong role of epigenetics in origin specification in eukaryotic cells has been reported multiple times [89–93], particularly in view of the enrichment of origins on euchromatin and near promoters, but it has always been assumed that the chromatin decompaction at those sites helps recruit ORC to those sites, which then leads to MCM2–7 loading. The fact that those epigenetically open sites are still the preferred sites of origins even in the absence of ORC and that the origins fired in the *ORCΔ* cells are still enriched in the early replicating (euchromatic) parts of the genome makes it likely that the open chromatin is also important for directly enabling MCM2–7 loading and even perhaps origin firing in the absence of ORC.

## Supplementary Material

gkaf518_Supplemental_Files

## Data Availability

The raw data for SNS-seq have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE278065.

# Supplementary material for: Specific origin selection and excess functional MCM2–7 loading in ORC-deficient cells
**Source:** Nucleic Acids Res. 2025 Jun 18;53(11):gkaf518. doi: 10.1093/nar/gkaf518

**Supplementary figure S1** Permutation test results of colocalization between various origin peaks and simple repeat regions with TACC motif.

**Supplementary figure S2** ORC2 WB in ORC2 KO cells. A) Immunoblot of ORC2 in ORC3 IP in ORC2KO cell line. B) Immunoblot of ORC2 in ORC2 KO cells with different ORC2 antibodies

**Supplementary Table S1** Adjusted p-values and 95% confident intervals of Welch's t-tests (**Fig. 5A, 6 and 7**).

**Supplementary Table S2** Adjusted p-values and effect sizes of comparison tests (**Fig. 4**).  
Bold: Effect size > 0.15 or <-0.15

**Supplementary Table S3** Adjusted p-values of the Kolmogorov-Smirnov test, and Wasserstein distance (**Fig. 5B-D**).

**Supplementary Table S4** MCM2 Fluorescence signals in G1-MCM<sup>DNA</sup> positive cells used for Ergodic Rate Analysis calculation. Each value is fluorescence intensity for MCM2 in one cell. There are 3 biological replicates for each cell line.

**Supplementary Fig. S1**

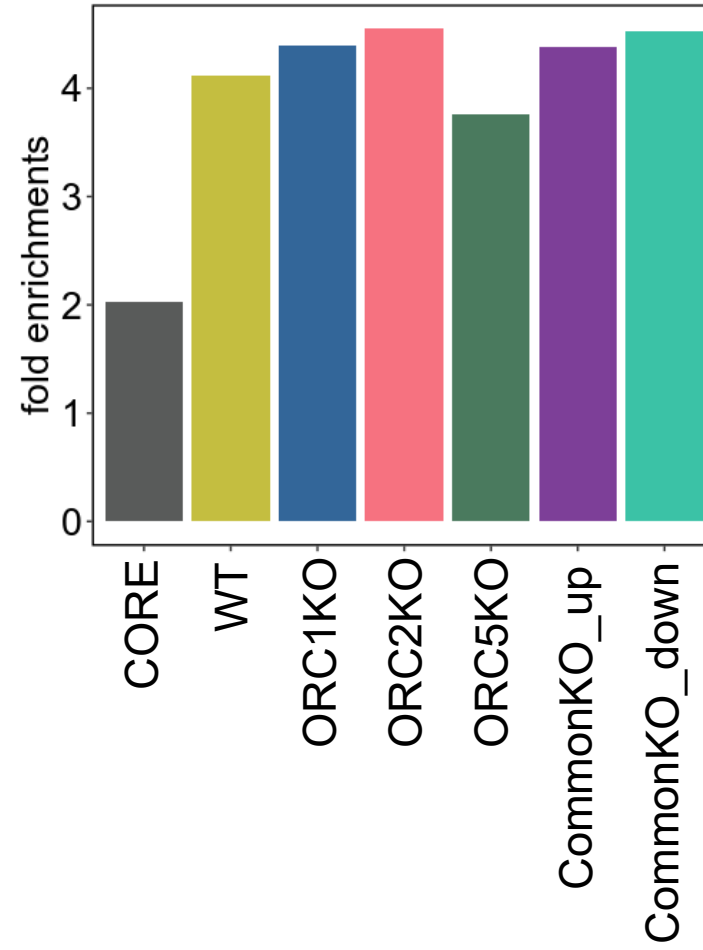

# Supplementary Fig. S2

**A**

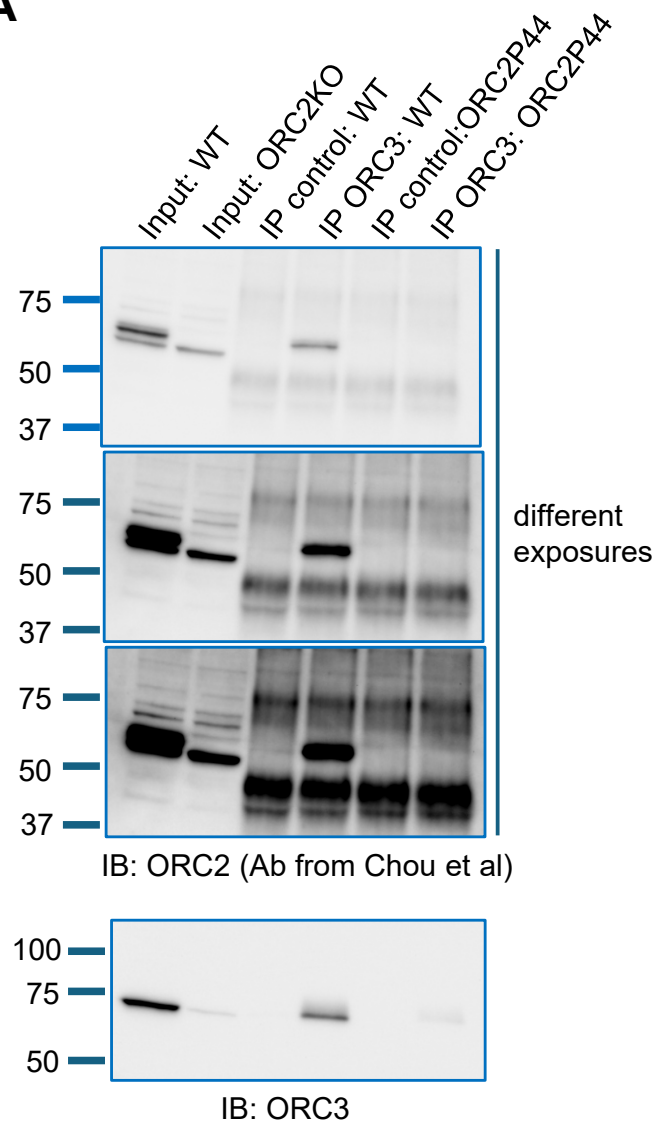

**B**

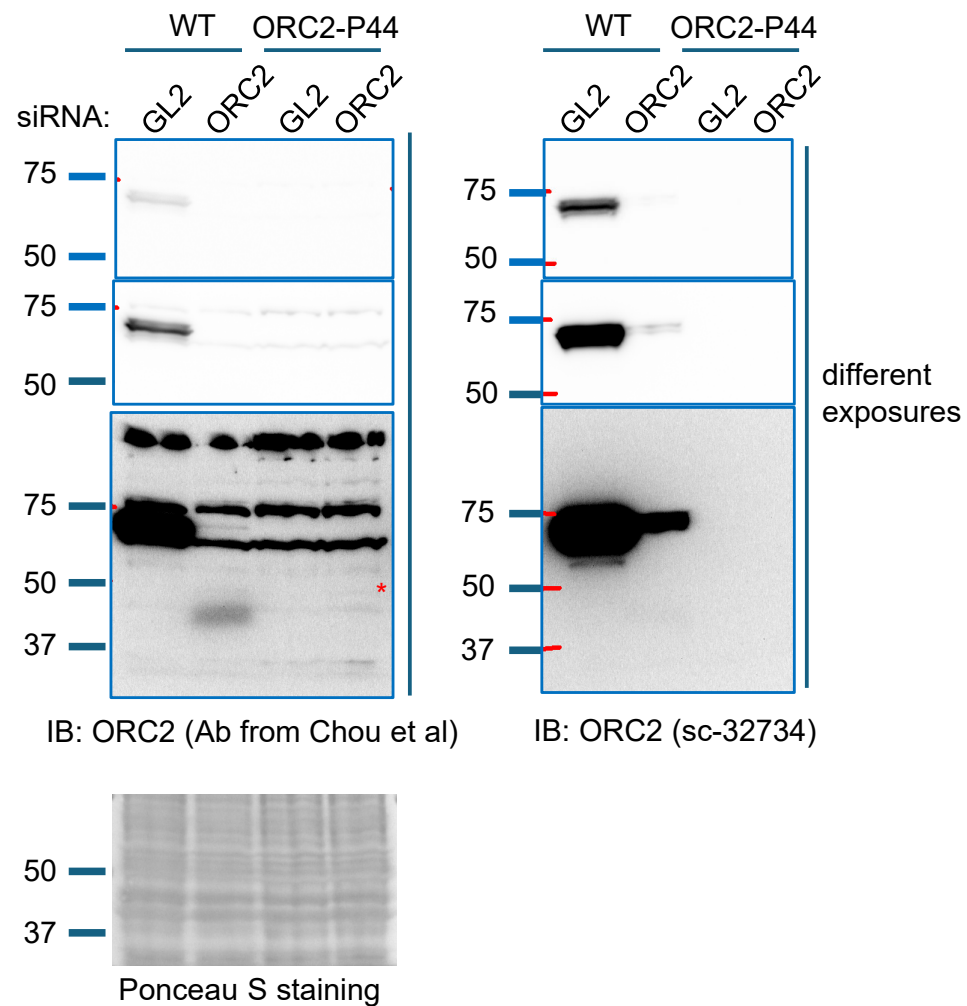

**Supplement:** gkaf518_Supplemental_Files

How the deposited data were processed for this re-analysis (not part of the article)

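SNS-seq of 4 HCT116 p53−/− lines (WT, *ORC1Δ*, *ORC2Δ*, and *ORC5Δ*) was analysed, with 2 biological replicates per line and 8 samples. The authors aligned the reads to hg38, called peaks with MACS2 in each replicate, and kept the peaks found in both. The 4 deposited lists give the start and end of each origin and no height. The 3 deposited tables give read counts, without normalization, for WT and one knockout line in the joined origins of the 2 lines, with replicates merged. All counts are whole numbers. The paper's text does not name the counting tool or the handling of duplicate reads.

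Origins are those on chromosomes 1 to 22, X, and Y. The other contigs hold 0.935% to 1.13% of the reads and count toward total reads, which were used for scaling. Total counts in origins, other contigs included, ranged from 6416892 to 8523971 per line and table, and median counts per origin from 110 to 137. The tables merge the replicates, so no test between lines with replicates was run, and intervals cover counting error or the choice of origins only. Sequencing reads are not independent molecules where duplicates remain.

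Origins were counted as shared at an overlap of 1 bp or more, with connected groups counted by their smallest member set. Shares have 95% Wilson intervals. Origins were called up or down at 1.5-fold in RPM (reads scaled to the total of the line in the table), without a filter on low counts or a pseudocount, and origins up or down in all 3 lines were merged where the 3 lists overlapped. Log2 folds of single origins have 95% Clopper-Pearson intervals. The overlap of the 3 lists that the shared WT counts make by chance was simulated 100 times with Poisson counts, and with negative binomial counts whose dispersion came from the spread of log2 folds in the *ORC5Δ* table. Cliff's delta was computed against all WT origins, with 1000 bootstrap resamples of 10 Mb blocks. Enrichment was tested with 1000 random placements on the same chromosome outside assembly gaps, one-sided, with Benjamini–Hochberg adjustment over 282 tests, of which 224 had an adjusted p under 0.05. The smallest p that 1000 placements can give is 0.001.

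Exons, 5′UTRs, and the 2 kb upstream of genes came from basic transcripts of protein-coding genes in GENCODE release 44. CpG islands were segments of the hg38 sequence longer than 200 bp with at least 50% GC content and an observed over expected CpG above 0.6, found by a score of 17 per CpG and a penalty of 1 per other base. G-quadruplex motifs had a G4Hunter score of at least 1.52 in windows of 25 bases. Repeats of ATCC and TACC had at least 4 exact copies in a row, in any rotation and on either strand.

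The origins named in the text were chosen by a rule set before the data were examined: those in the windows of Fig. 2A and Fig. 3A, those in the ORC1, ORC2, and ORC5 genes, and the 3 highest and 3 lowest by the smallest absolute log2 fold over the 3 lines, with the same direction in all 3 and at least 100 reads in each table. The alternatives covered the overlap that counts as shared, the counting of connected groups, the width of origins, the scaling (median-of-ratios size factors, edgeR TMM factors, and reads in shared origins), the threshold, filters of 50 and 200 reads, calls by presence or absence of an origin, the window and reference for sequence properties, placement within 100 kb, overlap of the midpoint, and the motif definitions. Added after seeing the data were a correction of the log2 fold for GC content by a running median, counts without scaling, removal of 5 Mb blocks with a median log2 fold beyond 0.25 after that correction, and WT origins resampled to the GC content of a set.

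The calls were tested on simulated data, in which 200 of 200 origins with a change of 1.5 on the log2 scale and a mean of at least 100 reads were recovered per line and 0.541% of unchanged origins in *ORC1Δ*, 0.541% in *ORC2Δ*, and 0.471% in *ORC5Δ* cells were called by counting error. A random set of 2013 intervals had a fold of 0.804 at CpG islands (permutation test, p = 0.896), and one with intervals moved onto islands had 5.94 (permutation test, p = 0.005, the smallest that its placements allow).

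Core origins, MCM2–7 loading, replication timing, R-loops, repeat classes other than ATCC and TACC, DNA combing, and flow cytometry were not analysed here. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, numba 0.67.0, and matplotlib 3.10.9, samtools 1.23.1, and R 4.3.3 with edgeR 4.0.16.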

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

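All tests in this part were chosen after the results were seen, as were the bands of GC content and GC skew and the smallest differences reported (0.2 between bands and 0.15 between chromosomes). Of 6 differences between knockout lines over bands, 6 had an interval that excluded 0, and 4 reached 0.2. Of 69 differences over chromosomes, 21 had such an interval, and 5 of these reached 0.15 before correction for GC content. The 2 described below also reached 0.15 after it. The other 3 fell below it: *ORC1Δ* against *ORC5Δ* on chromosome 8 (0.196 before and 0.13 after) and on chromosome 13 (0.155 and 0.0925), and *ORC1Δ* against *ORC2Δ* on chromosome X (−0.160 and −0.0913). The intervals come from the origins of one merged table per line, so the spread between cultures is not in them. Differences between knockout lines are also not taken over the same origins.

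In *ORC1Δ* cells, the log2 fold over WT fell with GC content more than in the other lines. The median log2 fold of origins under 45% GC content was higher than that of origins over 60% by 0.47 (95% block bootstrap interval 0.45 to 0.49) in *ORC1Δ*, 0.10 (0.08 to 0.12) in *ORC2Δ*, and 0.06 (0.04 to 0.07) in *ORC5Δ* cells. *ORC1Δ* exceeded *ORC2Δ* by 0.373 (0.347 to 0.399) and *ORC5Δ* by 0.416 (0.393 to 0.439). Among origins with an absolute GC skew of 0.2 to 0.4, the difference in *ORC1Δ* cells was 0.418 (0.391 to 0.438), which argues against GC skew as its whole source. GC-dependent recovery of reads in the *ORC1Δ* libraries cannot be told apart from a property of the line, since the difference of 0.471 comes from libraries of 1 line merged into 1 count. An effect of the loss of ORC1 on origin choice also stays open.

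The log2 fold was higher at strong absolute GC skew in all 3 lines, and to different degrees. The median of origins with an absolute GC skew of 0.7 or more exceeded that of origins under 0.4 by 0.83 (0.79 to 0.86) in *ORC1Δ*, 0.67 (0.63 to 0.71) in *ORC2Δ*, and 0.46 (0.43 to 0.48) in *ORC5Δ* cells. *ORC1Δ* exceeded *ORC5Δ* by 0.370 (0.319 to 0.413), and *ORC2Δ* exceeded *ORC5Δ* by 0.209 (0.165 to 0.257). Within 45% to 50% GC content, the smallest difference of the 3 lines was 0.549, and without repeats of ATCC it was 0.415, so neither GC content nor these repeats alone account for it. A difference of the WT libraries alone, with equal knockout lines, would leave no difference between knockout lines over the same origins. Within 45% to 50% GC content, *ORC1Δ* and *ORC2Δ* cells were alike (both 0.80), so the excess of *ORC1Δ* over *ORC2Δ* of 0.161 (0.104 to 0.207) over all origins was not found there, and both exceeded *ORC5Δ* cells (0.55), by at least 0.25. Only *ORC5Δ* therefore stands apart at fixed GC content. Each comparison holds the origins called in its own line, with 603, 662, and 556 of strong skew in this band for *ORC1Δ*, *ORC2Δ*, and *ORC5Δ*. Equal knockout lines with unlike peak calls are therefore not excluded, since no common set of origins was tested. A difference of the WT libraries that is common to the 3 comparisons cannot be told apart from a change in the knockout lines, since all 3 use the same WT reads and the smallest of the 3 differences was 0.459. A biological effect of the lost subunits is untested.

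On chromosome 8, the median log2 fold relative to the genome was 0.174 (0.110 to 0.226) in *ORC1Δ* cells, and it exceeded that of *ORC2Δ* cells by 0.228 (0.165 to 0.286). After correction for GC content, the value in *ORC1Δ* cells was 0.105 (0.083 to 0.131), which argues against GC content as the whole source. More copies of the whole chromosome in the *ORC1Δ* line may be the source of the higher value there. In that line, 15 of 15 blocks of 10 Mb lay above the genome median after the correction. Such copies would not account for the whole difference, since the corrected value in *ORC2Δ* cells was itself below the genome, at −0.0641 (−0.103 to −0.0385). In *ORC5Δ* cells, the corrected value was −0.0246 (−0.0386 to −0.0152). Copy number was not measured, and an effect on origins of this chromosome stays open.

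On chromosome 13, the median log2 fold relative to the genome was 0.150 (0.038 to 0.246) in *ORC1Δ* and −0.0645 (−0.220 to 0.044) in *ORC2Δ* cells, a difference of 0.215 (0.055 to 0.395). It was 0.168 (0.050 to 0.321) after correction for GC content and 0.143 (0.031 to 0.251) without the shifted blocks, which include the end of the chromosome in *ORC2Δ* cells. Neither GC content nor that segment alone is therefore the whole source. They were not removed together, so a joint source stays open. A change in copy number of other parts of the chromosome and a biological difference between the lines were not tested.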

How the results depend on the processing

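Apart from the GC correction, the counts without scaling, the removal of shifted blocks, and the resampling of WT origins to GC content, which were added after seeing the data, the alternatives were set before the data were examined. No paired analysis was possible because the tables give one merged count per line and no value per replicate. For the same reason, the edgeR quasi-likelihood test, the DESeq2 test, the replicate block, and the fits without each replicate were set before the data were examined but not run. The filter of 50 reads removed no call and says nothing about stability. Changes below have a cause that was not tested, except where the construction of the setting gives it.

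With an overlap of at least 50% of both origins, the share of WT origins found was 68.8% in *ORC1Δ*, 76.2% in *ORC2Δ*, 80.4% in *ORC5Δ*, 57.2% in all 3 lines, and 90.4% in any line. With 50% of the WT origin, it was 70.1% in *ORC1Δ*, 59.3% in all 3, and 91.5% in any line. With every WT origin counted once, it was 78.6% in *ORC2Δ* and 82.6% in *ORC5Δ*. Among origins at least as wide as the median width of their list, it was 67.0%, 74.5%, 78.7%, 55.8%, and 89.3%. The overlap was above random placement in both alternatives tried, from 14.3 to 112 times.

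At 2-fold, there were 722 origins up and 143 down in *ORC1Δ*, 631 and 214 in *ORC2Δ*, 125 and 21 in *ORC5Δ*, and 94 and 0 in all 3 lines, as a stricter threshold gives. With at least 200 reads, there were 1475 and 735, 1127 and 430, and 547 and 77, and 9 origins were down in all 3. By presence or absence, there were 12042 and 8727, 14126 and 6456, and 16403 and 5245, with 4147 and 2466 in all 3. Without scaling, *ORC2Δ* had 4770 up and 489 down, *ORC5Δ* 5427 and 34, and all 3 lines 1292 and 2. The higher totals of reads in origins in the knockout lines then raise every fold. The share of up origins among changed origins rose from 64.1% to 76.3% in *ORC1Δ*, 56.5% to 90.7% in *ORC2Δ*, and 75.4% to 99.4% in *ORC5Δ*. Only reads in origins were counted, so deeper sequencing cannot be told apart from more signal in origins. The other scalings moved the log2 folds by at most 0.043 and, like the GC correction and the removal of shifted blocks, left each count within 1.5 times.

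By presence or absence, Cliff's delta of the down set was −0.203 for GC content, opposite in sign to 0.0921, whose interval includes 0, and 0.0382 for absolute TA skew, now with an interval above 0. With the GC correction, that for GC content was −0.363, with the same change of sign. In *ORC5Δ* cells, the interval included 0 for absolute GC skew with WT origins resampled to GC content (0.0056), and for absolute TA skew over 500 bp (0.0026) or with WT origins resampled to width (0.0059). The other 50 of 56 values of Cliff's delta kept their direction and their side of 0.

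With sets taken by presence or absence, the enrichment of the up set turned from below to above random upstream of genes (2.10), at exons (1.07), and at 5′UTRs (2.48), and passed the test at CpG islands (2.71). That of the down set passed it upstream of genes (2.86, ratio to WT 0.821) and at exons (1.94, ratio 0.853), the ratio at G-quadruplex motifs was 1.09, and ATCC repeats were enriched 4.81 times in place of 0. By midpoints, the up set had 1.06 upstream of genes and 0.917 at CpG islands, both reversals without a test passed, and the down set at 5′UTRs had 5.43, no longer past the test. With moves of up to 100 kb, the up set had 0.546 at CpG islands, and the ratio at G-quadruplex motifs was 0.997 in *ORC2Δ* and 1.00 in *ORC5Δ*. With the GC correction, the down set had ratios of 0.297 upstream of genes and 0.127 at exons, with folds of 0.290 at exons and 0 at 5′UTRs. With a G4Hunter score of 1.2, the ratio of the down set was 1.07. With TACC in place of ATCC, the fold of WT was 2.07, and the ratios to WT were 1.42 in *ORC1Δ*, 1.38 in *ORC2Δ*, 1.33 in *ORC5Δ*, and 12.1 in the up set, with intervals that include 1. For ATCC repeats in the up set, the ratio to WT kept its direction but fell from 10.1 to 4.17 with moves of up to 100 kb and to 2.98 by presence or absence. The other 100 of 114 folds and 76 of 88 ratios kept their direction and side of the test. Of 120 values of named origins, 1 moved: the MXI1 origin in *ORC1Δ*, to 0.42 with the GC correction. The 9 alternative values for bands of GC content or skew and the 8 for chromosomes kept their direction.

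The number of regions limits the down set: with 49 of them, a count of 0 allows a share of up to 6.12%, with 3 regions taken as the limit.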

Differences from the paper's values

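The paper's numbers of origins up and down in all 3 knockout lines are 4000 and 2500, and here they were 550 and 49 at 1.5-fold. The paper's discussion describes the up set as far smaller than its results and abstract do, in loose terms that 550 meets. The gap for this set is therefore with the paper's results section and abstract. Calling by presence or absence gave 4147 and 2466, and none of the other alternatives set before the data were examined closed these gaps.

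For the up set, the paper's Cliff's deltas are 0.219 for width, −0.374 for GC content, 0.239 for absolute GC skew, and 0.0626 for absolute TA skew, and the values here were 0.560, −0.458, 0.902, and 0.137. For the down set, the paper's values are −0.203 for GC content and −0.153 for absolute GC skew, and the values here were 0.0921 and −0.427. With the sets taken by presence or absence, they were 0.220, −0.374, 0.239, and 0.0626 for the up set and −0.203 and −0.153 for the down set, which closed each gap. The paper's common sets therefore match sets taken by presence or absence, although its methods give a 1.5-fold rule. The regions at 1.5-fold are other, smaller sets. The value for GC content of the up set was also within the error over 500 bp (−0.426) and with the folds corrected for GC content (−0.420), and that of the down set with the same correction (−0.363), which was chosen after seeing the values. None of the other alternatives set before the data were examined closed these gaps.

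For the fold enrichment of the up set, the paper's values are 2.42 upstream of genes, 1.23 at exons, 2.02 at 5′UTRs, 4.55 at CpG islands, 3.54 at G-quadruplexes, and 56.5 at ATCC repeats, and the values here were 0.906, 0.174, 0, 1.06, 1.93, and 172. By presence or absence, they were 2.10, 1.07, 2.48, 2.71, 3.26, and 50.8, which closed each gap except that at CpG islands. Counting midpoints gave 3.22 at G-quadruplex motifs, also within 1.5 times. None of the other alternatives set before the data were examined closed these gaps. For ATCC repeats in the down set, the paper's value is 6.50, and the value here was 0, from 49 regions with a random mean of 0.057, too few to tell 0 from the paper's value. Presence or absence gave 4.81.

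At CpG islands, the paper's folds are 11.5 in WT, 8.31 in *ORC1Δ*, 10.1 in *ORC2Δ*, and 9.65 in *ORC5Δ*, and the values here were 6.21, 4.73, 5.59, and 5.42. At TACC repeats, the paper's folds are 5.34 in WT, 5.73 in *ORC1Δ*, 6.02 in *ORC2Δ*, 5.03 in *ORC5Δ*, and 1.79 in the up set, and the values here were 2.07, 2.94, 2.86, 2.77, and 25.0. No alternative set before the data were examined closed these gaps. The features and placements were unlike the paper's. Here islands and repeats were found in the sequence, repeats as at least 4 exact copies, and placements avoided assembly gaps alone. The paper took repeats from RepeatMasker and kept placements off masked regions. Whether this makes the gaps was not tested. By presence or absence, TACC repeats had folds of 3.90 in the up set and 5.41 in the down set. For the down set at 1.5-fold, the paper's value is 0.965 and the value here was 0, with a random mean of 0.006 regions, which cannot separate them.

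The paper states that the down set has lower GC content than other origins, while Cliff's delta at 1.5-fold was 0.0921 (−0.0769 to 0.269), which gives no direction, and −0.203 by presence or absence. It also states that the control motif was not more enriched in the up set than in other sets. The ratio of the up set to WT here was 12.1 (0 to 55.6), from 2 of 549 regions, an interval that includes 1.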

Other observations

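All tests in this part were chosen after the results were seen, as were the limits that define shifted segments (5 Mb blocks, a median log2 fold beyond 0.25 after correction for GC content, and at least 20 origins).

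The lower GC content of the regions up in all 3 knockout lines, and their lower enrichment at genes, do not follow from GC-dependent recovery of reads as a whole. With folds corrected for GC content, Cliff's delta of GC content was −0.420 (−0.466 to −0.364), and the ratio to WT of the enrichment at exons was 0.0544 (0.0179 to 0.0983). Of the 549 regions, 493 (89.8%) were also found with that correction. An effect of the lost subunits is untested.

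The width of regions merged from 3 lines may come from merging. For origins found in all 3 knockout lines and not in WT, the origins of single lines were narrower than WT origins, with a highest Cliff's delta of −0.0454, which is consistent with merging as the source of the greater width of the merged regions. For regions up by 1.5-fold, the lowest value of a single line was 0.295 (0.244 to 0.345), so merging is not the whole source there. The smaller width of origins found in WT alone may be a property of origins found in any single line: those found in 1 knockout line alone had a highest Cliff's delta of −0.262 against their own line. Their GC content was lower too, with Cliff's deltas of −0.428 (*ORC1Δ*), −0.266 (*ORC2Δ*), and −0.202 (*ORC5Δ*), next to −0.203 for origins found in WT alone, so a lower GC content is not particular to origins found in WT alone.

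As a reference for origins found in all 3 knockout lines and not in WT, the line left out was changed in turn. Origins found in the other 3 lines and missing from *ORC1Δ*, *ORC2Δ*, or *ORC5Δ* had a highest ratio to WT at ATCC repeats of 0.648 (0.368 to 0.979), so being absent from 1 line does not by itself bring these repeats. At exons, the ratio was 1.30 (1.22 to 1.39) for those missing from *ORC1Δ*. It was 0.616 (0.520 to 0.734) for those missing from *ORC2Δ* and 0.748 (0.616 to 0.900) for those missing from *ORC5Δ*, next to 0.471 for those missing from WT. The 3 sets differ in direction, so they cannot tell whether being absent from 1 line by itself lowers the enrichment at exons. For GC content, Cliff's deltas against WT were 0.0548 (0.0294 to 0.0796) for those missing from *ORC1Δ*, −0.277 for those missing from *ORC2Δ*, and −0.225 for those missing from *ORC5Δ*, next to −0.374 for those missing from WT.

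Of the origins found in 1 line of a table only, at least 79.6% changed by less than 1.5-fold in each group. This restates that presence or absence gives more calls than the 1.5-fold rule, so weak peaks near the calling threshold cannot be told apart from other sources of the difference. Counting error of the shared WT reads gave at most 15 origins up in all 3 lines in 100 simulations, against 545 in the data, and does not account for them. Variation between cultures cannot be told apart from an effect of the lost subunits, since the tables merge replicates: the highest value of 17 with added variation rests on a dispersion that is not from replicates.

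A change in DNA copy number in the *ORC2Δ* line is a candidate source of 2 shifted segments, on chromosomes 2 and 6. On the first 20 Mb of chromosome 2, 96.3% of 545 origins lay on the side of the shift, with a median log2 fold of 0.42 after GC correction, and on the first 20 Mb of chromosome 6, 97.7% of 216 origins did, with −0.92. The medians of these segments in the other 2 lines were between −0.06 and 0.02. Copy number was not measured, and a regional change in origin use stays open. With medians also after GC correction, other segments in *ORC2Δ* cells lay at 100 to 105 Mb of chromosome 4 (0.31), 110 to 115 Mb of chromosome 13 (−0.60), and 35 to 40 Mb of chromosome 18 (−0.89), in *ORC1Δ* cells on chromosome 5 (0.26 on the first 5 Mb, 0.27 from 10 to 15 Mb, 0.39 from 30 to 45 Mb, and −0.94 from 60 to 65 Mb), on the first 5 Mb of chromosome 7 (−0.29), and at 100 to 105 Mb of chromosome 9 (−0.31), and in *ORC5Δ* cells on the first 10 Mb of chromosome 10 (−0.27). The first 5 Mb of chromosome X were shifted the same way in all 3 lines, with 0.26 in *ORC1Δ*, 0.31 in *ORC2Δ*, and 0.17 in *ORC5Δ* cells, which a change in 1 knockout line alone would not give. The source of this shift is untested. Over all of chromosome X, the median in *ORC2Δ* cells without that correction was 0.154 (0.095 to 0.193) relative to the genome.

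The mitochondrial regions of the tables had nearly equal reads in all lines, with ratios to WT of 1.00 to 1.02 (highest 1.017). The ratios of all reads counted in origins were 1.04, 1.18, and 1.24. Removal of duplicate reads, which limits the reads per position, may explain this: mitochondrial regions had 1.91 to 2.38 reads per bp, above the highest nuclear origin of any table, at 1.31. No biological explanation was tested.

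Repeats other than ATCC also had raised folds. Among 12 tetranucleotide units, ATCC had the highest median log2 fold in *ORC1Δ* (0.56) and *ORC5Δ* (0.36) cells, and AAAG had the highest in *ORC2Δ* cells (0.46, against 0.41 for ATCC). Folds of origins less than 20 kb apart had a Spearman's rho of 0.112 in *ORC1Δ*, 0.137 in *ORC2Δ*, and 0.0518 in *ORC5Δ* cells, across pairs of origins, which are not independent replicates. At 500 to 2000 kb, rho was 0.0356, 0.0691, and 0.0171.

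An intron of ORC1 holds an origin of the WT list on chromosome 1, from 52396715 to 52397132. Its log2 folds were −0.20 (−0.65 to 0.25) in *ORC1Δ*, −0.58 (−1.05 to −0.11) in *ORC2Δ*, and −0.39 (−0.84 to 0.05) in *ORC5Δ* cells. An intron of ORC5 holds an origin found in *ORC5Δ* alone in its table, on chromosome 7, from 104128251 to 104128690. Its log2 fold was 0.30 (−0.21 to 0.83), an interval that includes 0. No origin lay in ORC2.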
